# Absence of X-chromosome dosage compensation in the primordial germ cells of *Drosophila* embryos

**DOI:** 10.1038/s41598-021-84402-7

**Published:** 2021-03-01

**Authors:** Ryoma Ota, Makoto Hayashi, Shumpei Morita, Hiroki Miura, Satoru Kobayashi

**Keywords:** Cell biology, Developmental biology

## Abstract

Dosage compensation is a mechanism that equalizes sex chromosome gene expression between the sexes. In *Drosophila*, individuals with two X chromosomes (XX) become female, whereas males have one X chromosome (XY). In males, dosage compensation of the X chromosome in the soma is achieved by five proteins and two non-coding RNAs, which assemble into the male-specific lethal (MSL) complex to upregulate X-linked genes twofold. By contrast, it remains unclear whether dosage compensation occurs in the germline. To address this issue, we performed transcriptome analysis of male and female primordial germ cells (PGCs). We found that the expression levels of X-linked genes were approximately twofold higher in female PGCs than in male PGCs. Acetylation of lysine residue 16 on histone H4 (H4K16ac), which is catalyzed by the MSL complex, was undetectable in these cells. In male PGCs, hyperactivation of X-linked genes and H4K16ac were induced by overexpression of the essential components of the MSL complex, which were expressed at very low levels in PGCs. Together, these findings indicate that failure of MSL complex formation results in the absence of X-chromosome dosage compensation in male PGCs.

## Introduction

In some reproductive animals, sex chromosomes play key roles in sex determination and differentiation^1^. In such animals, sex-chromosome constitution differs between females and males. For example, in mammals and *Drosophila*, females and males carry two X chromosomes (XX) and one X chromosome (XY), respectively^1^. This difference in the chromosome constitution causes an imbalance in the number of X-linked genes between the sexes; however, their expression can be equalized between XX females and XY males through a mechanism called dosage compensation^2^.

In the somatic cells of *Drosophila* males, expression of X-linked genes is upregulated twofold by the dosage compensation mechanism^3^. This upregulation is mainly mediated by the male-specific lethal (MSL) complex. Exclusively in males, this complex binds the X chromosome to acetylate lysine residue 16 in histone H4 (H4K16ac), which in turn hyperactivates X-linked genes^4,5^. The MSL complex contains the essential components for catalysis, MSL-1 (a scaffold protein), MSL-2 (a ubiquitin ligase), MSL-3 (a chromodomain protein), MOF (a histone acetyltransferase), and MLE (a DNA/RNA helicase), in addition to the non-coding RNAs *roX1* and *roX2*^3^. In the soma, the transcript encoding MSL-2 is repressed translationally in females by *Sex-lethal* (*Sxl*), which is a binary switch gene that regulates sex determination and dosage compensation, allowing formation of the MSL complex only in males^6–8^.

In contrast to the soma, the existence of dosage compensation in the *Drosophila* germline remains controversial. Rastelli and Kuroda showed that in the germline cells of adult testes, MLE does not localize to the X chromosome, and MSL-3 is not expressed, although H4K16ac is present^9^. Furthermore, Gupta and colleagues performed a microarray analysis that revealed twofold upregulation of X-linked genes in the germline of adult testes^10^. However, recent transcriptome analyses do not support the idea that dosage compensation occurs in the germline of adult testis^11–13^. The discrepancies may result from differences in sample preparation or the gene sets selected for each analysis. Likewise, varying degrees of contamination of somatic cells in the germline samples could yield dissimilar conclusions. Furthermore, meiotic inactivation of X-linked genes in spermatocytes^14^ raises concerns about the validity of the conclusions.

In this study, we focused on primordial germ cells (PGCs) in embryos, as dosage compensation is linked with sex determination and is an early event in the soma that differs between the sexes^3,6,15,16^. In *Drosophila*, PGCs are formed in the posterior pole region of early embryos, and then migrate through the embryo (middle embryogenesis) to reach the embryonic gonads (late embryogenesis). In migrating PGCs, *Sxl* is expressed in a female-specific manner and induces female fate^17^, although its downstream targets in these cells are distinct from those in the soma^18–22^. By contrast, male PGCs within gonads initiate male fate in response to JAK/STAT signals from the gonadal soma^23,24^. These observations led us to investigate whether dosage compensation occurs in PGCs during these embryonic stages.

In this study, we found that dosage compensation was undetectable in PGCs during middle to late embryogenesis. Consistent with this, H4K16ac was undetectable in male PGCs. All transcripts encoding the components of the MSL complex, except for MOF, were expressed at very low levels in PGCs. Moreover, overexpression of *msl-1*, *msl-2*, *msl-3*, and *roX2* induced hyperactivation of X-linked genes and H4K16ac in male PGCs. Our observations strongly suggest that dosage compensation is absent in male PGCs, due to the failure of MSL expression.

## Materials and methods

### Flies

Flies were maintained on standard *Drosophila* medium at 25 °C. Strains *y w*, *vasa-EGFP*^25^, and *nos-Gal4-VP16* (*nos-Gal4*)^26^ are maintained in our lab; *UAS-RedStinger* (*UAS-RFP*, stock No. 8545)^27^, M{3xP3-RFP.attP'}ZH-2A (24480)^28^, and M{3xP3-RFP.attP'}ZH-58A (24484)^28^ were obtained from the Bloomington *Drosophila* Stock Center.

### Production of transgenic flies

To produce flies carrying *UAS-msl-1* and *UAS-msl-2*, total RNA was isolated from 4 to 8 h AEL (after egg laying) embryos using ISOGEN (NIPPON GENE, 311-02501), and cDNA was synthesized using SuperScript III (Thermo Fisher Scientific, 18080093). The open reading frames (ORFs) of *msl-1* and *msl-2* were amplified from the cDNA using primer pairs msl-1Fw/msl-1Rv and msl-2Fw/msl-2Rv, respectively (Table S1). The *msl-1* and *msl-2* ORFs were cloned into *Kpn*I-digested pUASp-K10-attB^29^ using the In-Fusion HD Cloning Kit (Takara, Z9648N). DNA spanning from the 5′ terminus of the GAGA-binding site to the 3′ terminus of K10, which contains the *msl-1* ORF, was amplified using primers pUASp-K10-attBFw/pUASp-K10-attBRv (Table S1), and the amplicon was cloned into *Psi*I-digested pUASp-K10-attB containing the *msl-2* ORF. The resultant vector was injected into M{3xP3-RFP.attP'}ZH-58A embryos to produce flies carrying *UAS-msl-1* and *UAS-msl-2* on the second chromosome. *w*^+^ transformants were collected and used to establish homozygous stocks.

To produce flies carrying *UAS-msl-3* and *UAS-roX2*, the *msl-3* ORF and full-length *roX2* (RD-type isoform) were amplified from cDNA obtained from 4 to 8 h AEL embryos using primers msl-3Fw/msl-3Rv and roX2Fw/roX2Rv (Table S1), respectively. The *msl-3* ORF and *roX2* fragment were cloned into *Kpn*I-digested pUASp-K10-attB using the In-Fusion HD Cloning Kit. DNA spanning from the 5´ terminus of the GAGA-binding site to the 3´ terminus of K10, which contains the *msl-3* ORF, was amplified using primers pUASp-K10-attBFw/pUASp-K10-attBRv (Table S1), and the amplicon was cloned into *Psi*I-digested pUASp-K10-attB containing the *roX2* fragment. The resultant vector was injected to M{3xP3-RFP.attP}ZH-2A embryos to produce flies carrying *UAS-msl-3* and *UAS-roX2* on the X chromosome. *w*^+^ transformants were collected and used to establish homozygous stocks. As described above, the *roX2* transgene (*UAS-roX2*) was inserted into the X chromosome, because its expression from an autosome causes assembly of the MSL complex at the expression site and ectopic upregulation of the surrounding autosomal genes^30^.

### Transcriptome analysis

For RNA-seq of female and male PGCs at stages 12–16, 1.9–2.3 × 10^5^ female and male PGCs (Table S2) were isolated by fluorescence-activated cell sorting (FACS), as described^21,31^, from 8 to 16 h AEL embryos derived from *vasa-EGFP*/*vasa-EGFP*; *nos-Gal4*/*nos-Gal4* females mated with *UAS*-*RFP*/Y males (Fig. S1a). EGFP and RFP double-positive cells and EGFP-positive cells were isolated as female and male PGCs, respectively. Total RNA was extracted from isolated PGCs using the RNeasy mini Kit (QIAGEN, 74104). Library creation using the TruSeq Standard mRNA Library Prep Kit (Illumina, 20020594) and RNA-seq using the HiSeq 2500 platform (Illumina) were carried out at the University of Minnesota Genomics Center (UMGC), and approximately 40 million reads per sample (125-bp paired-end reads) were obtained.

For RNA-seq of PGCs at stages 15–16, one hundred each of female and male PGCs were isolated from 12 to 16 h AEL embryos derived from *vasa-EGFP*/*vasa-EGFP*; *nos-Gal4*/*nos-Gal4* females mated with *UAS*-*RFP*/Y males (Fig. S1a). For RNA-seq of stages 15–16 *msl* oe male PGCs overexpressing *msl-1*, *msl-2*, *msl-3*, and *roX2*, 100 male PGCs were isolated from 12 to 16 h AEL embryos derived from *UAS-msl-3 UAS-roX2*/*UAS-msl-3 UAS-roX2*; *vasa-EGFP*/*vasa-EGFP*; *nos-Gal4*/*nos-Gal4* females mated with *UAS*-*RFP*/Y; *UAS-msl-1 UAS-msl-2*/*UAS-msl-1 UAS-msl-2* males (Fig. S1b). cDNAs were synthesized using the SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Clontech, 634890). Nextera XT library creation and RNA-seq were carried out at UMGC using the HiSeq 2500 platform, and approximately 20 million reads per sample (50-bp paired-end reads) were obtained.

Raw reads obtained from both stage 12–16 and stage 15–16 samples were processed using Trimmomatic-0.36^32^, and then aligned to the transcript model of *Drosophila melanogaster* (Flybase; dmel-all-transcript-r6.23.fasta) using Kallisto-0.44.1 with default settings^33^. Using edgeR^34^, TPM (transcripts per million) in each sample and fold change (log_2_ expression ratios) of each transcript were calculated in female PGCs and *msl* oe male PGCs relative to male PGCs and in female PGCs relative to *msl* oe male PGCs. The raw fastq files obtained from stage 12–16 and stage 15–16 samples were deposited in DDBJ Bio Project database under Accession No. DRA010933 and No. DRA10934, respectively.

### Microarray data analysis

To compare gene expression profiles of somatic tissues between males and females, we used microarray data of thoraxes dissected from adult males and females^11^. These data have been deposited in the Gene Expression Omnibus (GEO) under accession No. GSE30850. Raw values were normalized across samples using quantile normalization, and fold changes in female vs. male thorax were calculated for each gene.

To select zygotically expressed genes, we used microarray data obtained from PGCs at 11 different embryonic stages^21^. These data have been deposited in GEO under Accession No. GSE83460. 

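The deposited files hold 44 two-colour oligonucleotide arrays. PGCs carrying the EGFP-vasa transgene, in which germline cells fluoresce, were sorted from embryos of 11 consecutive time windows after egg laying (AEL), with 4 biological replicates per window. On each array the PGC RNA was hybridized together with a common reference, RNA pooled from whole embryos collected over the first 24 h of development. The window from 1 h 20 min to 2 h 20 min AEL (window 1) was taken as stage 4 and the window from 13 h 20 min to 16 h 20 min AEL (window 9) as stage 16, since the labels give hours and not stages. The files are the scanner's output before normalization. Each array has 21924 gene probes, for 13186 genes after names were matched to the current annotation. The median intensity of the channel labelled PGC ranged from 152 to 262 over the arrays, with a median of 207. Between 91.0% and 98.6% of the gene probes in that channel were well above background, with a median of 95.2%. The number of arrays limits the precision of each value.
The labels give Cy5 for the PGC RNA of replicates 1 and 3 and Cy3 for that of replicate 2, and they give Cy3 for both RNAs of replicate 4. Replicate 4 was read with PGC RNA in Cy3, because its red channel varied less between windows than its green channel, as the channel of a common reference would. The dyes as labelled conflict with the values on 6 of the 44 arrays. On all arrays of windows 9, 10 and 11 in replicates 2 and 3, the channel labelled PGC lay closer to the reference profile (Pearson's r across probes from 0.974 to 0.995) than the channel labelled reference did (0.87 to 0.90). On the other arrays the order was the opposite, with r from 0.874 to 0.918 for the channel labelled PGC and from 0.969 to 0.996 for the channel labelled reference. The 6 arrays include 2 of the 4 arrays of stage 16, so each stage 16 value that follows the labels averages 2 arrays of each kind. Values are therefore given as labelled, which was the reading fixed before the data were examined, and also with the channels exchanged on the 6 arrays and from replicates 1 and 4 alone. Both of these further readings were chosen after the values were seen.

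**Figure D1:**
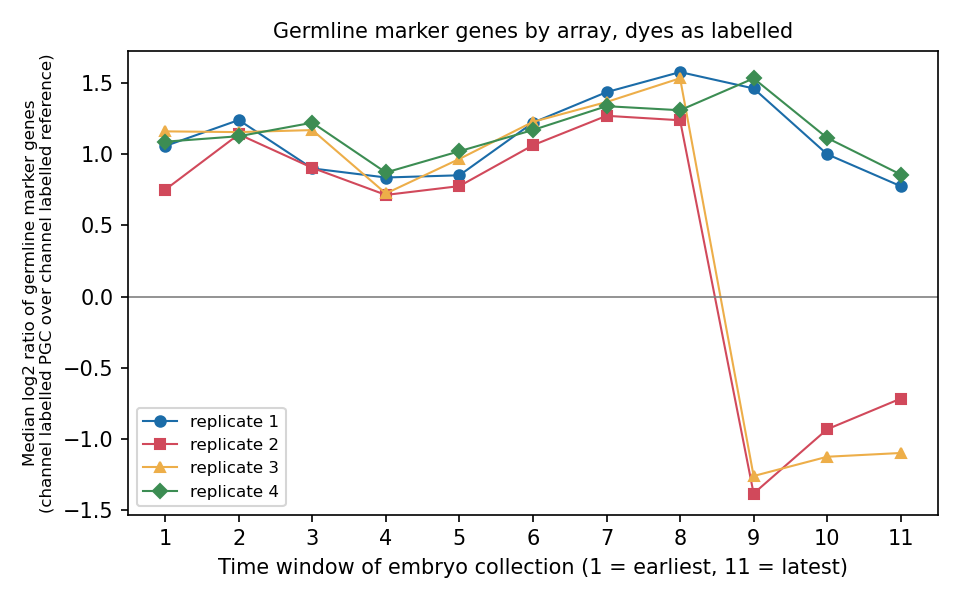
Median log2 ratio of 11 germline marker genes on each of the 44 arrays (y axis, channel labelled PGC over channel labelled reference) against the time window (x axis), with 1 line per replicate. In windows 9 to 11, replicates 2 and 3 lie between -1.38 and -0.72, while replicates 1 and 4 lie between 0.77 and 1.53.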

Raw values were normalized across samples using quantile normalization. Genes expressed at low levels in PGCs at stage 4 (log_2_ expression values < 7) and at high levels in PGCs at stage 16 (log_2_ expression values > 8) were selected as zygotically expressed genes.

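The log2 intensities of the channel read as PGC were quantile-normalized over the 44 arrays without background subtraction, probes of a gene were averaged, and the thresholds were applied to the mean of the replicates. With the dyes as labelled, 4572 genes lay below 7 at stage 4 and 41 of them lay above 8 at stage 16. This count rests on 2 stage 16 arrays whose channel labelled PGC resembles the reference. With the channels of the 6 conflicting arrays exchanged, 69 genes were selected, and 26 of them were among the 41. Replicates 1 and 4 alone gave 85 genes, 66 of which were among the 69. No gene passed both thresholds on every array as labelled. Scaling each array to its 75th percentile in place of quantile normalization gave 118 genes, the largest count among the settings chosen before the data were examined.
The spread between replicates shows the same conflict. The median SD at stage 16 was 1.48 over the 41 genes as labelled (n = 4) and 0.14 over the 69 genes with the channels exchanged (n = 4). Of the 41 genes, 23 had a Benjamini-Hochberg adjusted p under 0.05 in limma's test of stage 16 against stage 4. All 69 genes selected after the exchange did. Both lists were chosen on these same arrays for a rise, so these counts are no separate evidence of one. The test also takes 1 spread per gene over the 11 windows, most without the conflict, which understates that of stage 16 as labelled. CG15599, on the X, had a log2 intensity of 6.41 ± 0.16 (SD, n = 4) at stage 4 and 8.35 ± 1.73 (SD, n = 4) at stage 16 as labelled. Its stage 16 arrays read 9.90 and 9.81 in replicates 1 and 4 but 6.87 and 6.83 in replicates 2 and 3. Exchanging the channels gave 9.92 ± 0.13 (SD, n = 4). For fne, also on the X, the selection came from the conflicting arrays: its stage 16 values were 6.91 and 6.88 in replicates 1 and 4 and 9.41 and 8.98 in replicates 2 and 3, and it was not selected after the exchange. Cyt-c-d, on the second chromosome, was selected under all 3 readings. As labelled it read 6.69 ± 0.12 (SD, n = 4) at stage 4 and 8.18 ± 0.19 (SD, n = 4) at stage 16. The difference was 1.50 (adjusted p = 2.92e-13 from limma's test), and its 3 probes gave 0.66 to 2.50. Its stage 16 values in replicates 2 and 3 were 7.96 and 8.11 as labelled and 8.34 and 7.99 after the exchange. The 2 channels are thus close for this gene, and it cannot show the conflict.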

### Fixation of embryos

For immunostaining and in situ hybridization, embryos were collected and dechorionated in a sodium hypochlorite solution. The dechorionated embryos were fixed in 1:1 heptane:fixative [4% paraformaldehyde in PBS (130 mM NaCl, 7 mM Na_2_HPO_4_, and 3 mM NaH_2_PO_4_)] for 30 min. Vitelline membranes of the fixed embryos were removed by vigorous shaking in 1:1 methanol:heptane. The embryos were then rinsed with methanol and stored in methanol at − 20 °C until use.

Testes were dissected from adult flies 3–5 days after eclosion and fixed for 15 min. Fixed testes were rinsed with PBSTr (PBS containing 0.1% Triton X-100) and stored in PBSTr at 4 °C until use.

### Immunostaining

Immunofluorescence staining of embryos was performed as described^35,36^. The following experiments were conducted at room temperature unless otherwise stated. *y w* and *nos-Gal4* embryos and embryos derived from *UAS-msl-3 UAS-roX2*/*UAS-msl-3 UAS-roX2*; *nos-Gal4*/*nos-Gal4* females mated with *UAS-msl-1 UAS-msl-2*/*UAS-msl-1 UAS-msl-2* males were fixed as described. Fixed embryos were incubated with 7:3, 5:5, and 3:7 methanol:PBSTr for 5 min each, and then washed with PBSTr three times for 15 min each. The embryos were then incubated with blocking solution (PBS containing 2% BSA, 0.1% Tween 20, and 0.1% Triton X-100) for 1 h. After blocking, the embryos were incubated overnight at 4 °C with rabbit anti-H4K16ac (1:200; Merck, 07–329) and chick anti-Vasa (1:500)^37^. The embryos were washed with PBSTr three times for 15 min each, and then incubated overnight at 4 °C with Alexa Fluor 488–conjugated goat anti-rabbit (1:500; Thermo Fisher Scientific, A11034) and Alexa Fluor 633–conjugated goat anti-chick (1:500; Thermo Fisher Scientific, A21071). The embryos were washed with PBSTr three times for 15 min each, and mounted in VECTASHIELD Mounting Medium (VECTOR, H-1000). The sex of each embryo was determined based on H4K16ac staining in the soma.

Immunofluorescence staining of testes was performed as described^35,36^. The following experiments were conducted at room temperature unless otherwise stated. Testes of progeny from *nos-Gal4*/*nos-Gal4* females mated with *y w* males and *UAS-msl-3 UAS-roX2*/*UAS-msl-3 UAS-roX2*; *nos-Gal4*/*nos-Gal4* females mated with *UAS-msl-1 UAS-msl-2*/*UAS-msl-1 UAS-msl-2* males were fixed as described. Fixed testes were washed within PBSTr three times for 15 min each, and incubated with blocking solution for 1 h. After blocking, the testes were incubated overnight at 4 °C with chick anti-Vasa (1:500)^37^. The testes were washed with PBSTr three times for 15 min each, incubated overnight at 4 °C with Alexa Fluor 488–conjugated goat anti-chick (1:500, Thermo Fisher Scientific, A11039), washed with PBSTr three times for 15 min each, and mounted in VECTASHIELD Mounting Medium.

### Double staining for in situ hybridization and immunostaining

To synthesize RNA probes for in situ hybridization, total RNA was isolated from 4 to 8 h AEL embryos, and cDNA was synthesized using Superscript III. cDNAs corresponding to *msl-1*, *msl-2*, *msl-3*, *mof*, *mle*, *roX1*, and *roX2* were amplified using the following primer pairs: msl-1IHFw/msl-1IHRv, msl-2IHFw/msl-2IHRv, msl-3IHFw/msl-3IHRv, mofIHFw/mofIHRv, mleIHFw/mleIHRv, roX1IHFw/roX1IHRv, and roX2IHFw/roX2IHRv, respectively (Table S1). Amplified cDNAs were cloned into pGEM-T Easy (Promega, A1360). Templates for RNA probes were amplified from these plasmids using the T7 and SP6 primers, and digoxigenin (DIG)-labeled RNA probes were synthesized from the fragments using T7 and SP6 RNA polymerase (Merck, 10881767001 and 10810274001), respectively.

Whole-mount in situ hybridization combined with immunostaining was performed as described^21^. The following experiments were conducted at room temperature unless otherwise stated. Fixed embryos derived from *nos-Gal4*/*nos-Gal4* females mated with *UAS*-*RFP*/Y males were rinsed with ME [50 mM EGTA (pH 8.0) in 90% methanol] and incubated in 7:3, 5:5, and 3:7 ME:fixative for 5 min each. The embryos were re-fixed with fixative for 20 min, and then washed with PBSTw (PBS containing 0.1% Tween 20) three times for 5 min each. The embryos were digested with 50 µg/ml Proteinase K in PBSTw for 3 min, and the digestion was stopped by incubation in fixative for 20 min. The digested embryos were washed with PBSTw three times for 10 min each, and then incubated in pre-hybridization solution [pre-HS; 50% formamide, 5 × SSC (750 mM NaCl and 75 mM sodium-citrate), 100 µg/ml heparin, 100 µg/ml yeast tRNA, 10 mM DTT, and 0.1% Tween 20] for 60 min at 60 °C. They were then hybridized with 2 ng/µl RNA probe in hybridization solution (pre-HS containing 10% dextran sulfate) overnight at 60 °C. After hybridization, the embryos were washed with a washing solution (50% formamide, 5 × SSC, and 0.1% Tween 20) six times for 30 min each at 60 °C. The embryos were rinsed with TNT [100 mM Tris–HCl (pH 7.5), 150 mM NaCl, and 0.05% Tween 20] three times and incubated with TNB [0.5% blocking reagent (PerkinElmer, NEL700001KT), 100 mM Tris–HCl (pH 7.5), and 150 mM NaCl)] for 30 min. After blocking, the embryos were incubated with TNB containing a horseradish peroxidase–conjugated anti-DIG antibody (1:250; Merck, 11,633,716,001) for 30 min, and then washed with TNT three times for 15 min each. The embryos were incubated in Amplification diluent containing biotin tyramide solution (1:50; PerkinElmer, NEL700001KT) for 20 min, and then washed with TNT three times for 15 min each. The embryos were incubated overnight at 4 °C in TNB containing chick anti-Vasa (1:500)^37^ and rabbit anti-RFP (1:1000; Thermo Fisher Scientific, R10367) and washed with TNT three times for 15 min each. For detection of RNA probes and antibodies, embryos were incubated overnight at 4 °C in TNB containing fluorescein-conjugated streptavidin (1:1000; PerkinElmer, S869), Alexa Fluor 633–conjugated goat anti-chick (1:500, Thermo Fisher Scientific, A21103), and Alexa Fluor 546–conjugated goat anti-rabbit (1:500, Thermo Fisher Scientific, A11035). The embryos were washed with TNT three times for 15 min each, and then mounted in VECTASHIELD Mounting Medium. The sex of each embryo was determined based on RFP staining, except in the case of stage 5 embryos.

## Results and discussion

### Dosage compensation is indiscernible in the PGCs

To investigate whether dosage compensation occurs in male PGCs, we separately isolated female and male PGCs and compared the expression of X-linked genes between the two sexes. For this purpose, we used females carrying *nos-Gal4* and *vasa-EGFP* mated with males carrying *UAS-RFP* on the X chromosome^21^ (Fig. S1a). In embryos derived from these mothers, female and male PGCs were double-positive for EGFP and RFP and single-positive for EGFP, respectively (Fig. S1a), as *nos-Gal4*–driven *UAS-RFP* is activated only in female PGCs from stage 9 onward, whereas *vasa-EGFP* is expressed throughout germline development in both sexes^25,26,37^. RNA-seq data were obtained from female and male PGCs at stages 12–16. Our data revealed that female-biased expression was significantly more common in transcripts from X-linked genes than in those from autosomal genes, although sex-biased expression was also observed in autosomes (Fig. S2a–f). Expression of the transcripts from X-linked genes was twofold higher on average in female PGCs than in male PGCs, whereas the female/male expression ratio of transcripts from autosomal genes was ~ 1 (Fig. 1a). Similar female-biased expression was observed when zygotically expressed genes were selected from X-linked genes (Fig. S3), indicating female-biased zygotic expression from X-linked genes. In addition, we found that expression of X-linked housekeeping genes for glycolysis and ATP synthesis was female-biased in PGCs (Fig. S4). By contrast, in the soma, female-biased expression of X-linked genes was not observed (Fig. 1b). In addition, we found that H4K16ac was undetectable in the PGCs, which were surrounded by H4K16ac-positive somatic cells in males (Fig. 1c,d). These observations led us to conclude that expression of genes on the X chromosome is subjected to dosage compensation in the soma, but not in PGCs. However, we cannot rule out the possibility that expression of a fraction of X-linked genes in male PGCs is compensated by mechanisms independent of H4K16ac.

**Figure 1:**
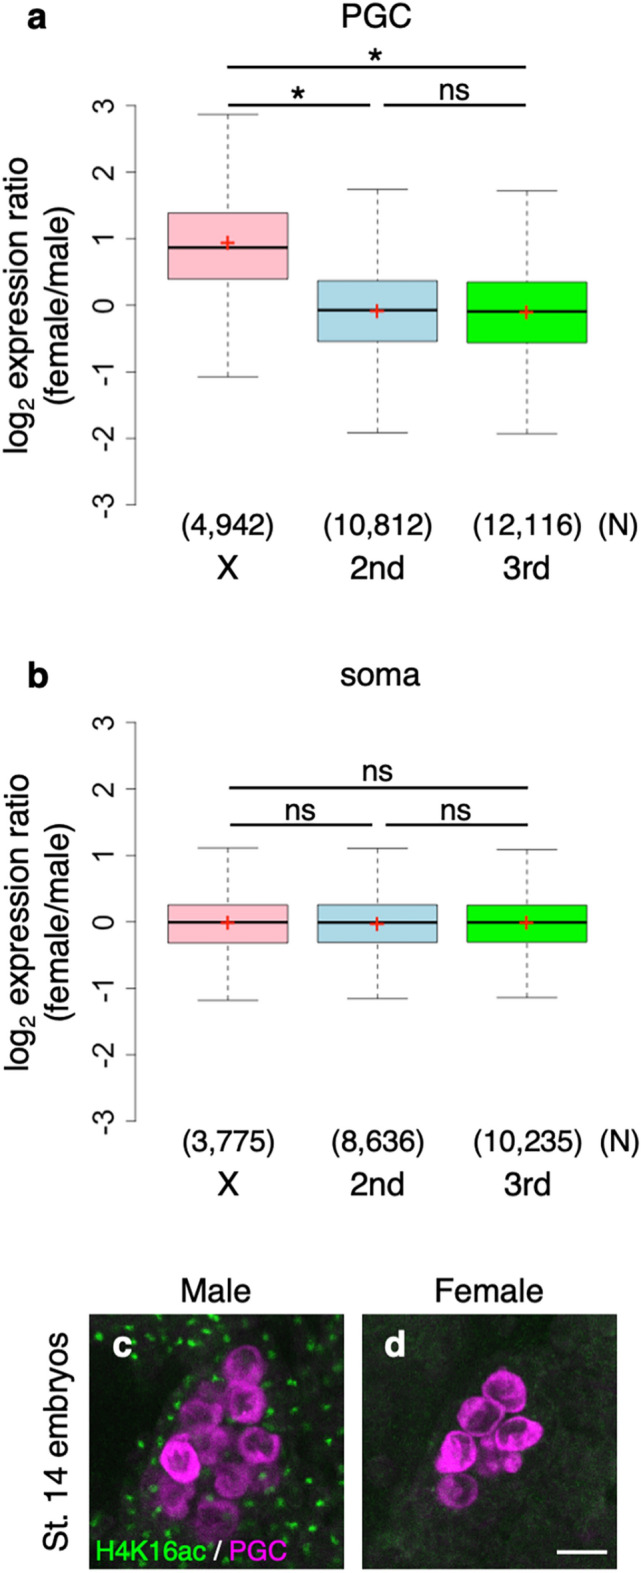
Dosage compensation is absent in embryonic PGCs. (**a**) Log_2_ expression ratio of transcripts from genes on the X (pink), second (light blue), and third chromosomes (lime green) between female and male PGCs (female/male) at embryonic stages 12–16. Each box plot represents the median value and first and third quartile values. Error bars represent minimum and maximum values. Red plus signs represent mean values. Outliers are not depicted. The mean values for the transcripts from genes on the X, second, and third chromosomes were 0.94, − 0.08, and − 0.10, respectively. Significance was calculated by two-sided Mann–Whitney U test (*: *P* < 0.05, ns: not significant). Transcripts for which TPM were zero in all samples were excluded from this analysis. N: number of the transcripts examined. (**b**) Log_2_ expression ratio of transcripts from genes on the X (pink), second (light blue), and third chromosomes (lime green) between female and male thoraxes (female/male) dissected from adults. This result was obtained from microarray data deposited by Meiklejohn et al. (GEO accession No. GSE30850)^11^. Each box plot represents values as in (**a**). The mean values for the transcripts from genes on the X, second, and third chromosomes were − 0.01, − 0.02, and − 0.01, respectively. Significance was calculated by two-sided Mann–Whitney U test (ns: not significant). N: number of the probes examined. (**c** and **d**) H4K16ac expression in male (**c**) and female (**d**) PGCs at embryonic stage 14 (St. 14). *y w* embryos were stained for H4K16ac (green) and Vasa [a marker of germline cells (magenta)]. Embryos were sexed based on H4K16ac staining in the soma. Scale bar: 10 µm.

Zygotic expression of *ovo* and *ovarian tumor* (*otu*) genes on the X chromosome is female-biased^38^, and both genes are required for female germline development^20,39,40^. We found that these genes exhibited female-biased expression (Fig. S2d). Furthermore, transcripts from marker genes for male PGCs^38^, such as *disc proliferation abnormal* (*dpa*), *CG9253*, *no child left behind* (*nclb*), *Ran GTPase activating protei*n (*RanGap*), *Rs1*, *CG6693*, *Kinesin-like protein at 61F* (*Klp61F*), and *Minichromosome maintenance 5* (*Mcm5*), exhibited male-biased expression in PGCs (Fig. S2e and f).

### Expression of genes encoding the components of MSL complex in male PGCs during embryogenesis

Given that the MSL complex is required for dosage compensation of the X chromosome through H4K16ac in the soma^4,5^, we next asked whether genes encoding the components of the MSL complex are expressed in male PGCs during embryogenesis. For this purpose, we performed in situ hybridization of embryos produced from females carrying *nos-Gal4* mated with males carrying *UAS-RFP* on the X chromosome. In the PGCs of stage 5 embryos, *msl1* and *mof* mRNAs were detectable (Fig. 2a and p). Expression of these mRNAs is considered to be maternal in origin, as PGCs are transcriptionally repressed at this stage^26,41,42^, and their zygotic transcription in PGCs is repressed until late gastrulation. Furthermore, we detected the *msl-2*, *msl-3*, and *mle* mRNAs and two *roX* RNAs at very low levels (Fig. 2f, k, u, z, and ee). In PGCs at the middle and late embryonic stages (stages 10–16), only *mof* mRNA was observed at a high level (Fig. 2q–t), and the *msl-1*, *msl-2*, *msl-3*, and *mle* mRNAs and two *roX* RNAs were all detected at low levels, if at all (Fig. 2b–e, g–j, l–o, v–y, aa–dd, and ff–ii). We observed no significant difference in the expression of these RNAs between male and female PGCs (Fig. 2 and Fig. S5). These observations suggest that the PGCs are depleted of some essential components of the MSL complex, which in turn eliminates the ability to induce dosage compensation in male PGCs.

**Figure 2:**
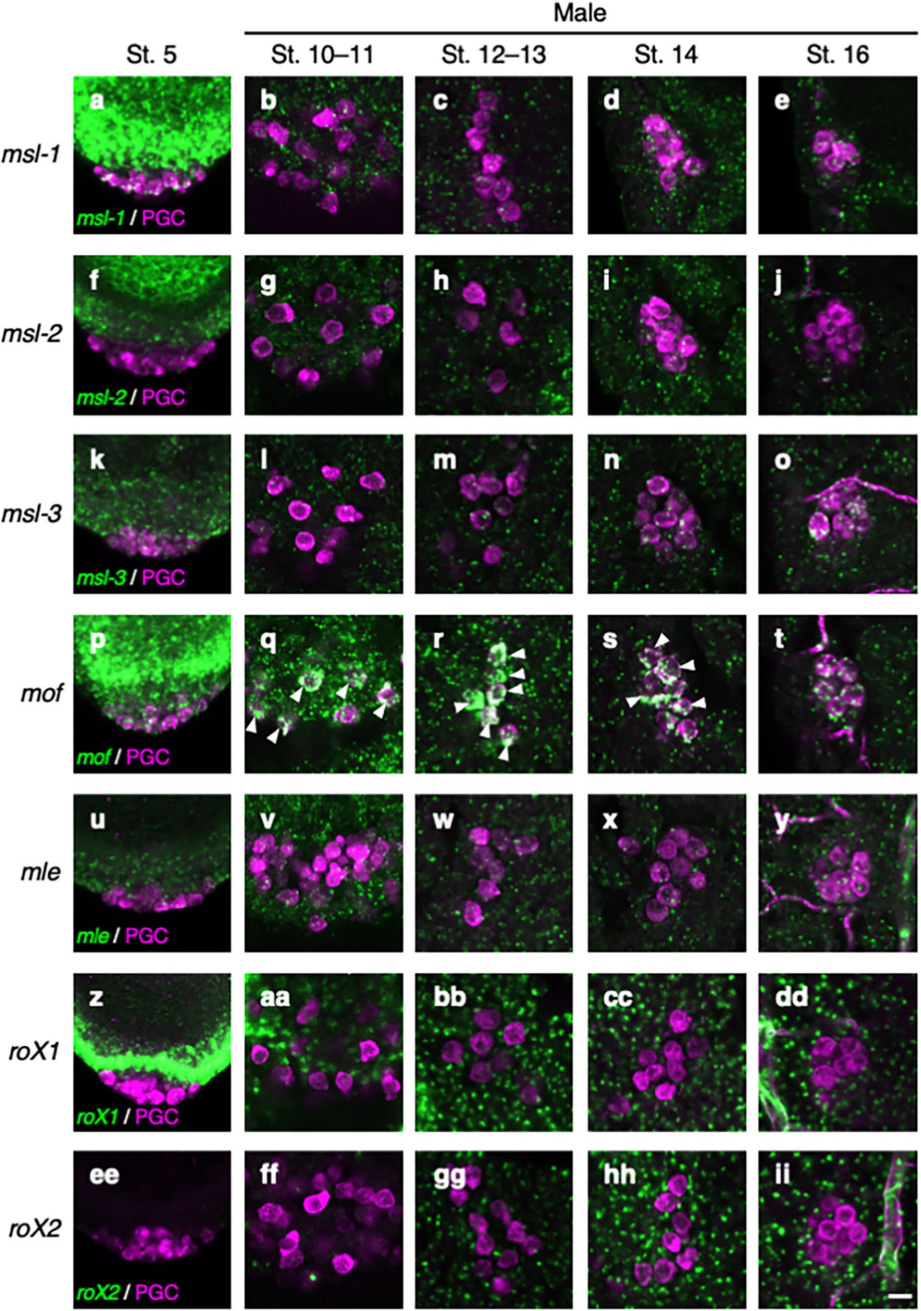
Expression of the transcripts encoding the components of MSL complex in male PGCs during embryogenesis. RNA expression from *msl-1* (**a**–**e**), *msl-2* (**f**–**j**), *msl-3* (**k**–**o**), *mof* (**p**–**t**), *mle* (**u**–**y**), *roX1* (**z**–**dd**), and *roX2* (**ee**–**ii**) in PGCs at embryonic stage 5 (St. 5; a, f, k, p, u, z, and ee) and in male PGCs at embryonic stages 10–11 (St. 10–11; b, g, l, q, v, aa, and ff), stages 12–13 (St. 12–13; c, h, m, r, w, bb, and gg), stage 14 (St. 14; d, i, n, s, x, cc, and hh), and stage 16 (St. 16; e, j, o, t, y, dd, and ii). Embryos derived from *nos-Gal4*/*nos-Gal4* females mated with *UAS-RFP*/Y males were in situ hybridized with a probe for each gene (green) and immunostained for Vasa (magenta) and RFP. Because *nos-Gal4* activates *UAS-RFP* only in female PGCs from stage 9 onward, the sexes of PGCs could be determined by RFP signal at stages 10–16. Probes were designed to detect all RNA variants identified in each gene region. Scale bar: 10 µm. White arrowheads show PGCs with high-level signals (green).

### Overexpression of msl-1, msl-2, msl-3, and roX2 induces H4K16ac and hyperactivation of X-linked genes in male PGCs

To determine whether depletion of MSL components causes deficiency of dosage compensation in male PGCs, we overexpressed genes encoding MSL components in male PGCs. MLE protein is maternally supplied and expressed in male PGCs during embryogenesis, whereas MSL-1 and MSL-2 proteins are not^43^. Hence, we forced expression of *msl-1*, *msl-2*, *msl-3*, and *roX2* in PGCs. Only *roX2* was overexpressed because the *roX* RNAs are functionally redundant^44^. When *msl-1*, *msl-2*, *msl-3*, and *roX2* were overexpressed under the control of *nos-Gal4* (*msl* oe), H4K16ac became detectable in the nuclei of male PGCs (Fig. 3a,b).

**Figure 3:**
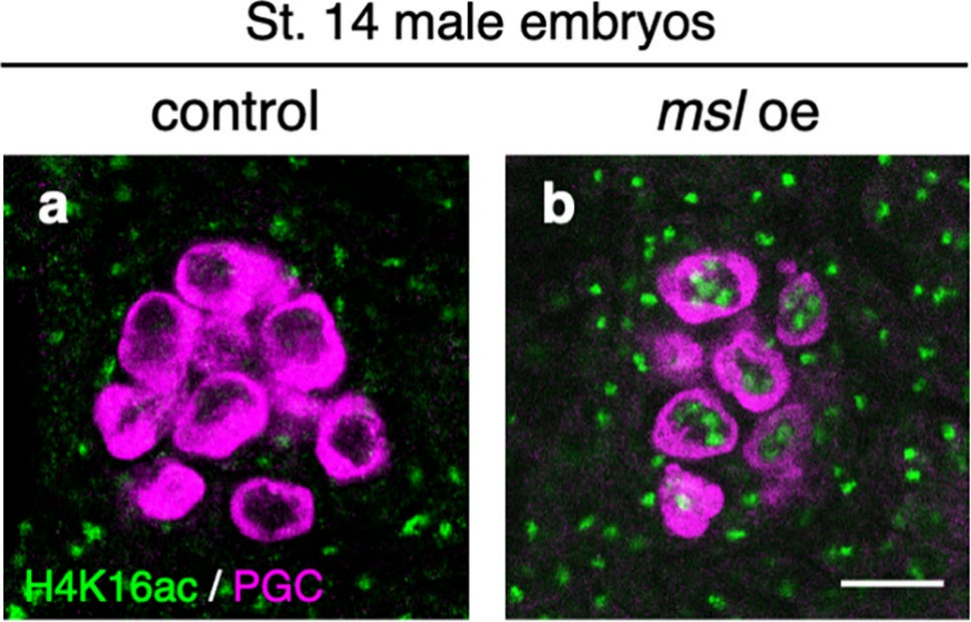
Overexpression of *msl-1*, *msl-2, msl-3*, and *roX2* induces H4K16ac in male PGCs. (**a** and **b**) H4K16ac expression in male PGCs of *nos-Gal4* strain (**a**; control) and male PGCs overexpressing *msl-1*, *msl-2, msl-3*, and *roX2* (**b**; *msl* oe) at embryonic stage 14. Embryos were stained for H4K16ac (green) and Vasa (magenta). Embryos were sexed based on H4K16ac staining in the soma. Scale bar: 10 µm.

We next asked whether overexpression of MSL components would result in hyperactivation of X-linked genes in male PGCs. We performed RNA-seq analysis of female and male PGCs and male PGCs overexpressing *msl-1*, *msl-2*, *msl-3*, and *roX2* at stages 15–16. We found that X-linked genes exhibited female-biased expression relative to autosomal genes at stages 15–16 (Fig. S6a–c and Fig. S7a–c), and that their expression was twofold higher in female PGCs than in male PGCs (Fig. 4a). These data, obtained from PGCs at stages 15–16, were similar to those obtained from PGCs at stages 12–16 (Fig. 1a). When *msl-1*, *msl-2*, *msl-3*, and *roX2* were overexpressed in male PGCs (*msl* oe male), X-linked genes were significantly hyperactivated relative to male PGCs (Fig. 4a,b, Fig. S6d–f, Fig. S7d–f, and Fig. S8). Autosomal genes were also activated, but the degree of upregulation was statistically negligible (Fig. 4a,b). These results indicate that overexpression of *msl-1*, *msl-2*, *msl-3*, and *roX2* in male PGCs can hyperactivate X-linked genes. Thus, failure of MSL complex formation resulting from low or no expression of *msl-1*, *msl-2*, *msl-3*, and *roX* RNAs causes the lack of dosage compensation in male PGCs. Future studies focusing on the regulatory mechanisms of *msl-1*, *msl-2*, *msl-3*, and *roX* expression will represent an important step toward elucidating how dosage compensation is repressed in male PGCs.

**Figure 4:**
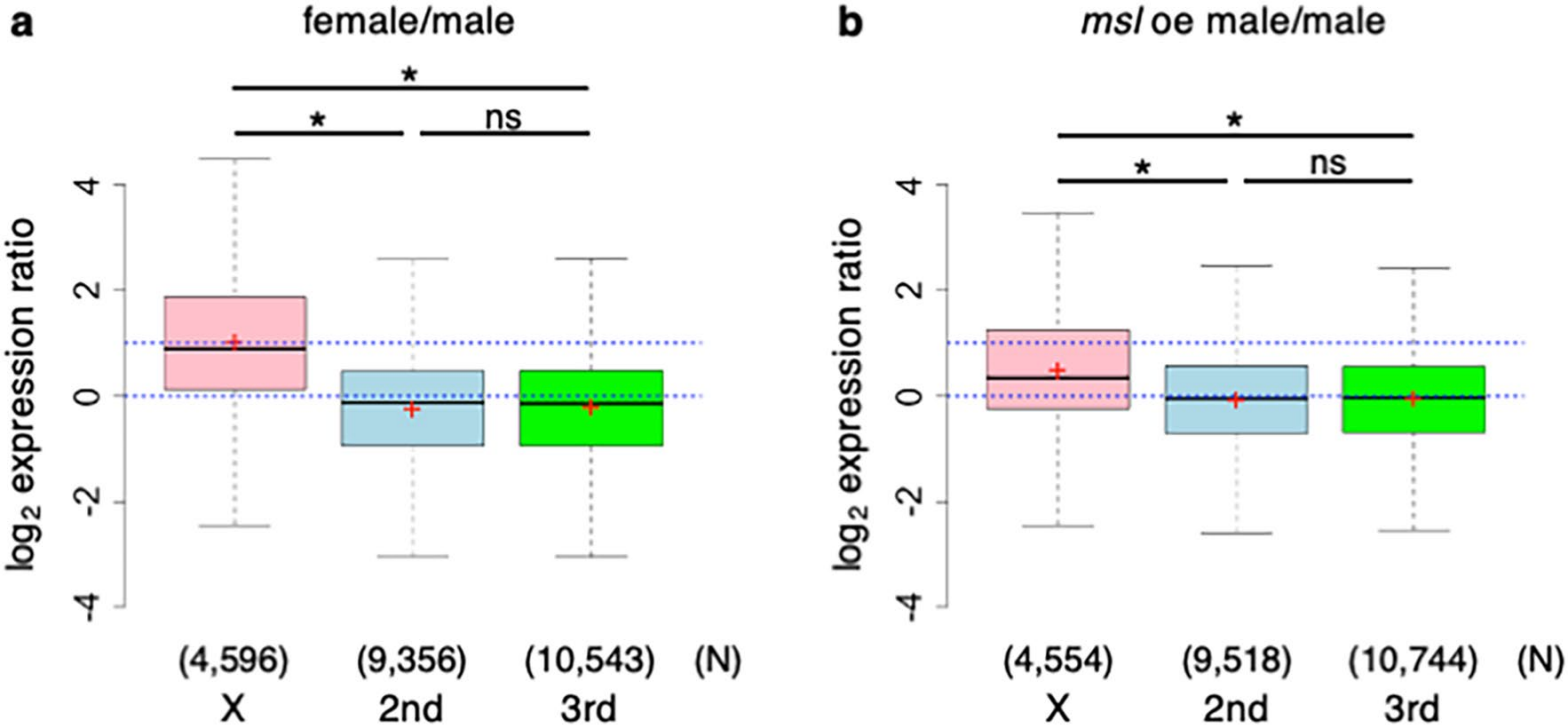
Overexpression of *msl-1*, *msl-2, msl-3*, and *roX2* induces hyperactivation of X-linked genes in male PGCs. (**a**) Log_2_ expression ratio of transcripts from genes on the X (pink), second (light blue), and third chromosomes (lime green) between female and male PGCs (female/male) at embryonic stages 15–16. Each box plot represents values as in Fig. 1a. Mean values for the X, second, and third chromosomes were 1.03, − 0.23, and − 0.21, respectively. Blue dotted lines indicate log_2_ expression ratios of 0 and 1. Significance was calculated by two-sided Mann–Whitney U test (*, *P* < 0.05; ns, not significant). Transcripts for which TPM was zero in all samples were excluded from this analysis. N: number of the transcripts examined. (**b**) Log_2_ expression ratio of transcripts from genes on the X (pink), second (light blue), and third chromosomes (lime green) between *msl* oe male PGCs and male PGCs (*msl* oe male/male) at embryonic stages 15–16. Each box plot represents values as in Fig. 1a. Mean values for the X, second, and third chromosomes were 0.51, − 0.06, and − 0.04, respectively. Blue dotted lines indicate log_2_ expression ratios of 0 and 1. Significance was calculated by two-sided Mann–Whitney U test (*, *P* < 0.05; ns, not significant). Transcripts for which TPM was zero in all samples were excluded from this analysis. N: number of transcripts examined. Expression ratio of the autosomal genes in *msl* oe male/male was higher than in female/male in (**a**) (*P* values, calculated by two-sided Mann–Whitney U test for the second and third chromosomes, were < 0.05), but the effect sizes calculated by Cliff’s Delta for the second and third chromosomes were statistically negligible (0.07 and 0.08, respectively)^51^. Expression ratio of X-linked genes in *msl* oe male/male was significantly lower than in female/male in (**a**) (*P* values, calculated by two-sided Mann–Whitney U test, were < 0.05), and the effect size was non-negligible (0.21).

Although hyperactivation of X-linked genes was evident in male PGCs overexpressing *msl-1*, *msl-2*, *msl-3*, and *roX2* (Fig. 4a,b, Fig. S6d–f, Fig. S7d–f, and Fig. S8), the upregulation ratio was only ~ 1.5-fold (Fig. 4b). Thus, overexpression of *msl-1*, *msl-2*, *msl-3*, and *roX2* in male PGCs is insufficient to induce twofold upregulation of X-linked genes, as observed in male soma (Fig. 1b). One possible explanation for this is that dosage compensation requires factors other than the MSL complex in male PGCs. The functions of *JIL-1 kinase* and *Topoisomerase 2* are also needed for dosage compensation in male soma^45–47^. The possibility that overexpression of these molecules, along with *msl-1*, *msl-2*, *msl-3*, and *roX2*, can induce twofold upregulation of X-linked genes in male PGCs remains to be tested.

### Biological significance of the absence of dosage compensation in male PGCs

In *Drosophila*, the sexual identity of the germline is regulated by both cell-autonomous cues, which are produced depending on X-chromosome constitution, and the sex of the surrounding soma^23,48–50^. In the absence of dosage compensation, X-linked genes are expressed at twofold higher levels in female (XX) PGCs than in male (XY) PGCs at stages 12–16 (Fig. 1a). This biased expression of X-linked genes may be one of the determinants of femaleness. We found that overexpression of *msl-1*, *msl-2*, *msl-3*, and *roX2* can hyperactivate X-linked genes in XY PGCs (Fig. 4a,b, Fig. S6d–f, Fig. S7d–f, and Fig. S8), suggesting that XY PGCs acquire femaleness, but only partially. Indeed, overexpression of *msl-1*, *msl-2*, *msl-3*, and *roX2* in XY PGCs caused upregulation of *ovo* (Fig. S7d) and downregulation of genes that exhibited male-biased expression in PGCs (Fig. S7e and f). Thus, it is possible that female sexual identity of PGCs can be brought about by introducing dosage compensation. However, PGCs overexpressing *msl-1*, *msl-2*, *msl-3*, and *roX2* executed normal spermatogenesis and became functional sperm (Fig. S9). This is presumably because masculinizing signals from the surrounding male soma^38^ override feminization of PGCs. Transplantation of XY PGCs overexpressing *msl-1*, *msl-2*, *msl-3*, and *roX2* into female soma may clarify whether twofold upregulation of X-lined genes induces femaleness in XY PGCs.

## Supplementary Information

Supplementary Information

## Data Availability

All data and materials produced by this study are available from the corresponding authors upon reasonable request.

# Supplementary material for: Absence of X-chromosome dosage compensation in the primordial germ cells of Drosophila embryos
**Source:** Sci Rep. 2021 Mar 1;11:4890. doi: 10.1038/s41598-021-84402-7
**Supplement:** Supplementary file 1 — Supplementary Information

**Absence of X-chromosome dosage compensation in the primordial germ cells of *Drosophila* embryos**

**Ryoma Ota<sup>1,2,3\*</sup>, Makoto Hayashi<sup>3,4</sup>, Shumpei Morita<sup>3,4,5</sup>, Hiroki Miura<sup>4</sup>, and Satoru Kobayashi<sup>3,4\*</sup>**

# Supplementary Figure S1

**a**

Genotypes of parents

$$\begin{array}{c} \text{♀} \text{♀} \\ \hline + \\ \hline \end{array}; \frac{\text{vasa-EGFP}}{\text{vasa-EGFP}}; \frac{\text{nos-Gal4}}{\text{nos-Gal4}} \quad \times \quad \begin{array}{c} \text{♂} \text{♂} \\ \hline \text{UAS-RFP} \\ \text{Y} \\ \hline \end{array}; \frac{+}{+}; \frac{+}{+}$$

Genotype of female progeny

$$\frac{\text{UAS-RFP}}{+}; \frac{\text{vasa-EGFP}}{+}; \frac{\text{nos-Gal4}}{+}$$

Genotype of male progeny

$$\frac{\text{Y}}{+}; \frac{\text{vasa-EGFP}}{+}; \frac{\text{nos-Gal4}}{+}$$

**b**

Genotypes of parents

$$\begin{array}{c} \text{♀} \text{♀} \\ \hline \text{UAS-msl-3} \\ \text{UAS-roX2} \\ \hline \end{array}; \frac{\text{vasa-EGFP}}{\text{vasa-EGFP}}; \frac{\text{nos-Gal4}}{\text{nos-Gal4}} \quad \times \quad \begin{array}{c} \text{♂} \text{♂} \\ \hline \text{UAS-RFP} \\ \text{Y} \\ \hline \end{array}; \frac{\text{UAS-msl-1}}{\text{UAS-msl-1}}; \frac{\text{UAS-msl-2}}{\text{UAS-msl-2}}; \frac{+}{+}$$

Genotype of female progeny

$$\frac{\text{UAS-RFP}}{\text{UAS-msl-3}}; \frac{\text{vasa-EGFP}}{\text{UAS-msl-1}}; \frac{\text{nos-Gal4}}{+}$$

Genotype of male progeny (*msl* oe male)

$$\frac{\text{Y}}{\text{UAS-msl-3}}; \frac{\text{vasa-EGFP}}{\text{UAS-msl-1}}; \frac{\text{nos-Gal4}}{+}$$

**Fig. S1: Genotypes of flies used for the isolation of female and male PGCs and male PGCs overexpressing *msl-1*, *msl-2*, *msl-3*, and *roX2* (*msl* oe male).**

**(a)** Genotypes of parents (upper) and female (middle) and male (lower) progeny used for the isolation of female and male PGCs. Plus signs and Y represent chromosomes carrying no transgenes and the Y chromosome, respectively. To isolate female and male PGCs, females homozygous for *vasa-EGFP* (on the second chromosome) and *nos-Gal4* (on the third chromosome) were mated with males hemizygous for *UAS-RFP* (on the X chromosome). In progeny derived from these parents, females were heterozygous for *UAS-RFP*, *vasa-EGFP*, and *nos-Gal4* (middle), whereas males were heterozygous for *vasa-EGFP* and *nos-Gal4* (lower). Because *UAS-RFP* was activated by *nos-GAL4* in only female PGCs, and *vasa-EGFP* is expressed in both sexes, EGFP and RFP double-positive cells and EGFP single-positive cells were isolated as female and male PGCs, respectively. **(b)** Genotypes of parents (upper) and female (middle) and male (lower) progeny used for the isolation of *msl* oe male PGCs. To isolate *msl* oe male PGCs, females homozygous for *UAS-msl-3* and *UAS-roX2* (on the X chromosome), *vasa-EGFP* (on the second chromosome), and *nos-Gal4* (on the third chromosome) were mated with males hemizygous for *UAS-RFP* (on the X chromosome) and homozygous for *UAS-msl-1* and *UAS-msl-2* (on the second chromosome). In progeny derived from these parents, males were hemizygous for *UAS-msl-3* and *UAS-roX2* and heterozygous for *UAS-msl-1*, *UAS-msl-2*, *vasa-EGFP*, and *nos-Gal4* (lower). In their male progeny, *UAS-msl-1*, *UAS-msl-2*, *UAS-msl-3*, and *UAS-roX2* were activated by *nos-Gal4* in PGCs and *vasa-EGFP* was expressed in PGCs. Thus, EGFP single-positive cells were isolated as *msl* oe male PGCs.

## Supplementary Figure S2

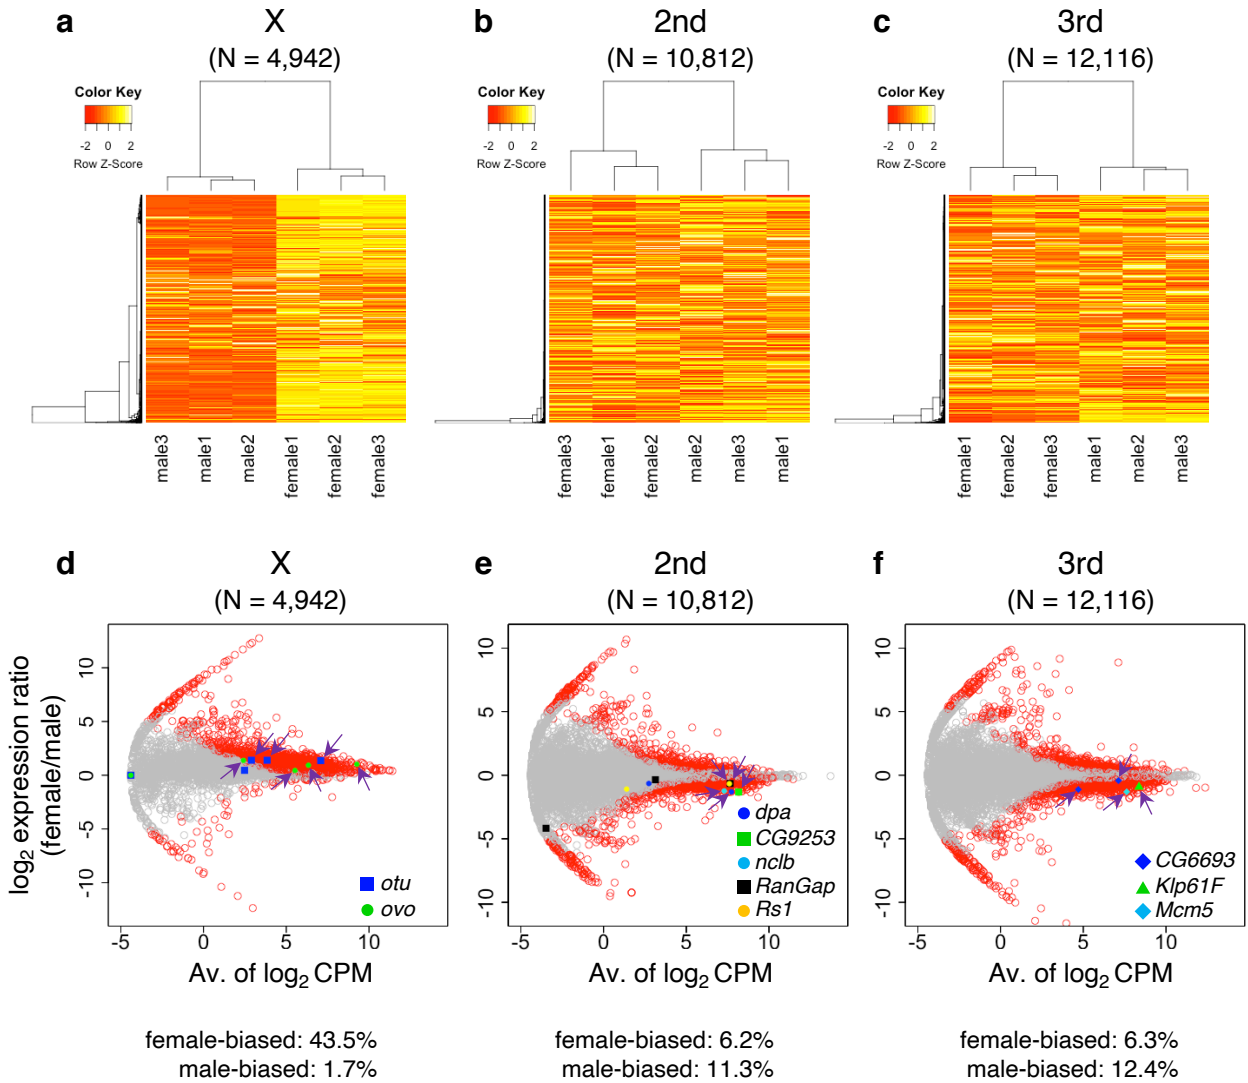

**Fig. S2: Heatmaps and MA-plots of transcripts from genes on the X, second, and third chromosomes in female and male PGCs at embryonic stages 12–16.**

**(a–c)** Cluster heatmaps of the transcripts from genes on the X (a), second (b), and third (c) chromosomes in female and male PGCs at embryonic stages 12–16. Estimated counts obtained from raw reads data of each female and male PGCs using Kallisto were subjected to TMM normalization using edgeR. On the basis of the normalized counts, row z-scores (relative expression values) were calculated, and cluster analysis was performed using the gplots package in R. Transcripts for which counts were zero in all samples were excluded from this analysis. N: number of transcripts examined. **(d–f)** MA-plots of transcripts from genes on the X (d), second (e), and third (f) chromosomes. Log<sub>2</sub> expression ratio (female/male) and average of log<sub>2</sub> CPM (count per million) calculated by edgeR were used as the y-axis and x-axis, respectively. Red open circles represent differentially expressed transcripts [False discovery rate (FDR) < 0.05]. Blue squares and green filled circles in (d) represent *otu* and *ovo* transcripts, respectively. Blue filled circles, green square, light blue filled circle, black squares, and yellow filled circle in (e) represent *dpa*, *CG9253*, *nclb*, *RanGap*, and *Rs1* transcripts, respectively. Blue diamonds, green triangle, and light blue diamond in (f) represent *CG6693*, *Klp61F*, and *Mcm5* transcripts, respectively. Purple arrows show differentially expressed transcripts from *ovo*, *otu*, *dpa*, *CG9253*, *nclb*, *RanGap*, *Rs1*, *CG6693*, *Klp61F*, and *Mcm5* (FDR < 0.05). Transcripts for which TPM was zero in all samples were excluded from this analysis. N: the number of transcripts examined. Percentages of transcripts exhibiting female- and male-biased expression (FDR < 0.05) from the X (d), second (e), and third (f) chromosomes are also shown. Female-biased expression was more common transcripts from X-linked genes than in those from autosomal genes (*P* values, calculated by two-sided Fisher's exact test vs. the second and third chromosomes, were < 0.05).

## Supplementary Figure S3

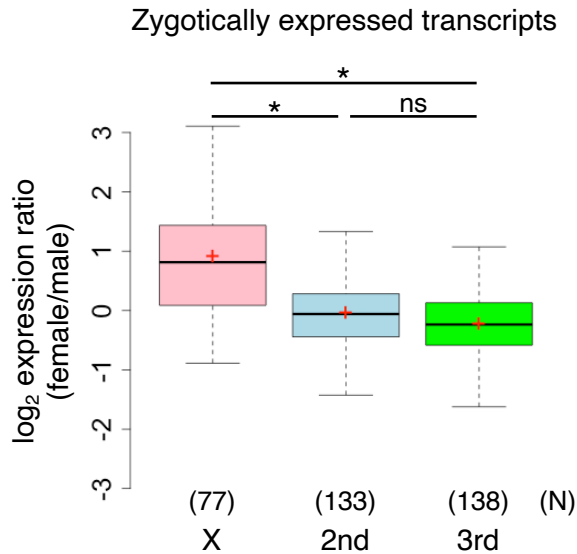

**Fig. S3: Log<sub>2</sub> expression ratios of zygotically expressed transcripts from genes on the X, second, and third chromosomes between female and male PGCs.**

Log<sub>2</sub> expression ratio of zygotically expressed transcripts from genes on the X (pink), second (light blue), and third chromosomes (lime green) between female and male PGCs (female/male) at embryonic stages 12–16. 

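Among the 41 array genes that passed the thresholds with the dyes as labelled, 6 lay on the X, 17 on chromosome 2 and 14 on chromosome 3, and 4 had no chromosome assigned by name. The labels of 6 arrays, 2 of them from stage 16, conflict with the array values. After the channels of those arrays were exchanged, the X held 10 genes, chromosome 2 held 29 and chromosome 3 held 26. Replicates 1 and 4 alone gave 12, 36 and 32 genes. The share of genes low at stage 4 that were selected did not differ detectably between the X and chromosomes 2 and 3 together under any of these readings. It was 1.05% (6 of 570) against 0.881% (31 of 3517) as labelled (Fisher's exact test, two-sided, p = 0.635), and 1.71% (10 of 585) against 1.52% (55 of 3610) after the exchange (Fisher's exact test, two-sided, p = 0.718).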

Based on the microarray data of PGCs, genes expressed at low levels at stage 4 (log<sub>2</sub> expression values < 7) and at high levels at stage 16 (log<sub>2</sub> expression values > 8) were selected as zygotically expressed genes. Each box plot represents values as in Fig. 1a. The mean values for the X, second, and third chromosomes were 0.93, -0.03, and -0.20, respectively. Significance was calculated by two-sided Mann–Whitney U test (\*,  $P < 0.05$ ; ns, not significant). Transcripts for which TPM was zero in all samples were excluded from this analysis. N: number of transcripts examined.

## Supplementary Figure S4

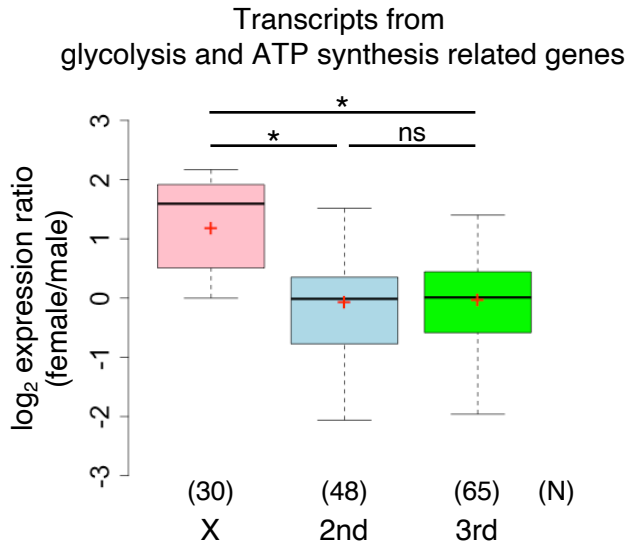

**Fig. S4: Log<sub>2</sub> expression ratios of transcripts from housekeeping genes on the X, second, and third chromosomes between female and male PGCs.**

Log<sub>2</sub> expression ratio of transcripts from housekeeping genes on the X (pink), second (light blue), and third chromosomes (lime green) between female and male PGCs (female/male) at embryonic stages 12–16. Genes associated with Gene Ontology terms related to glycolysis and ATP synthesis were selected. Each box plot represents values as in Fig. 1a. The mean values for the X, second, and third chromosomes were 0.94, –0.11, and –0.10, respectively. Significance was calculated by two-sided Mann–Whitney U test (\*,  $P < 0.05$ ; ns, not significant). Transcripts for which TPM was zero in all samples were excluded from this analysis. N: number of transcripts examined.

# Supplementary Figure S5

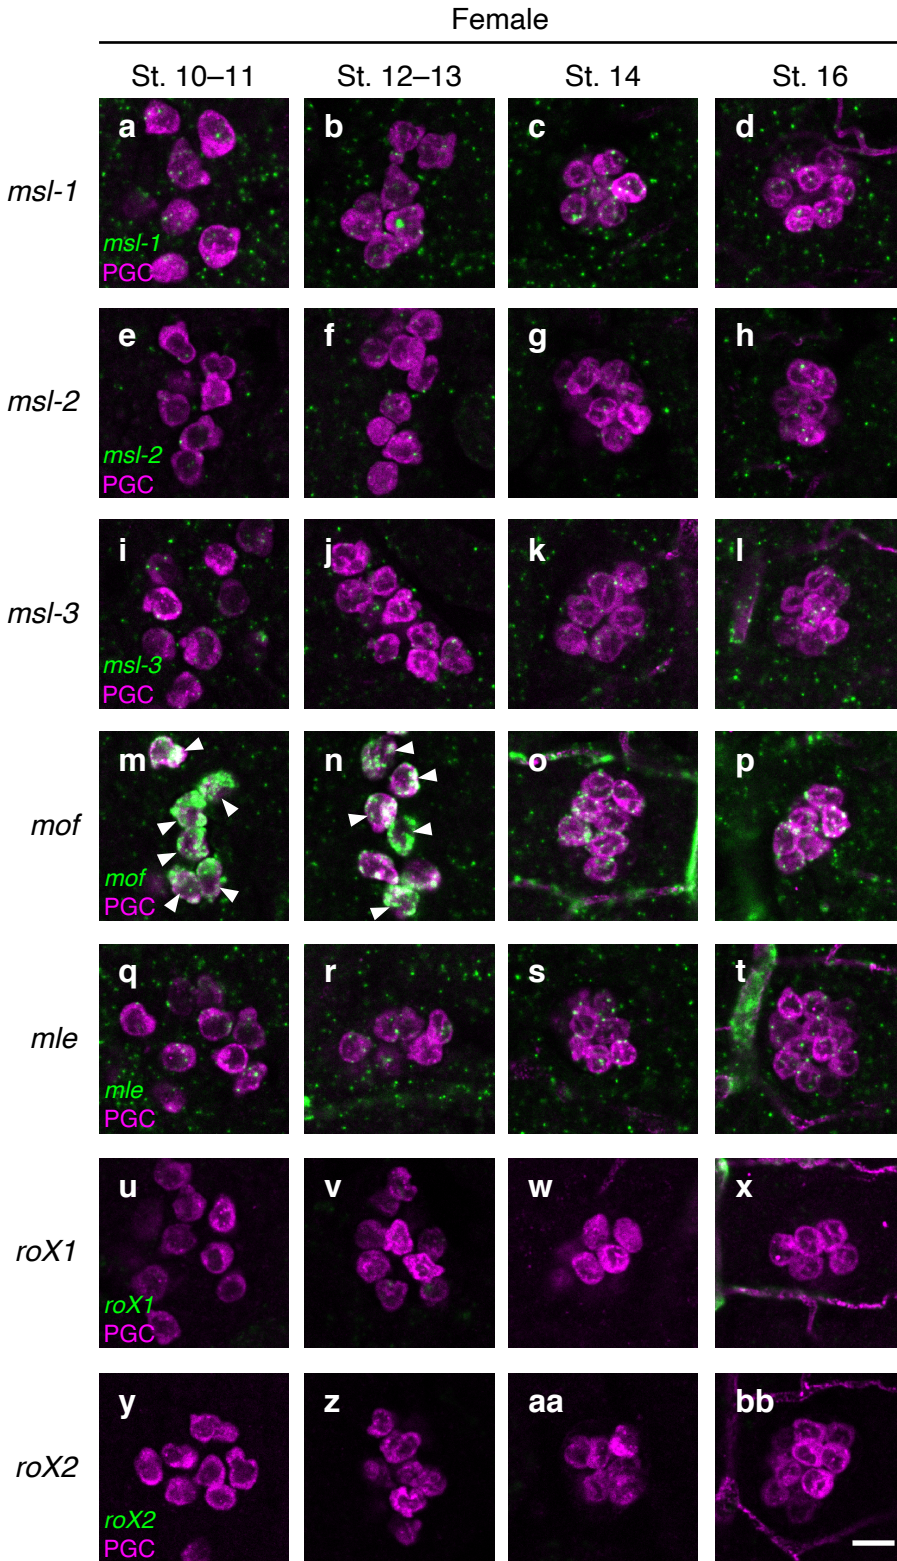

**Fig. S5: Expression of transcripts encoding components of the MSL complex in female PGCs during embryogenesis.**

RNA expression from *msl-1* (a–d), *msl-2* (e–h), *msl-3* (i–l), *mof* (m–p), *mle* (q–t), *roX1* (u–x), and *roX2* (y–bb) in female PGCs at embryonic stages 10–11 (St. 10–11: a, e, i, m, q, u, and y), stages 12–13 (St. 12–13: b, f, j, n, r, v, and z), stage 14 (St. 14: c, g, k, o, s, w, and aa), and stage 16 (St. 16: d, h, l, p, t, x, and bb). Embryos derived from *nos-Gal4/nos-Gal4* females mated with *UAS-RFP/Y* males were *in situ* hybridized with a probe for each gene (green) and immunostained for Vasa (magenta) and RFP. Because *nos-Gal4* activates *UAS-RFP* only in female PGCs from stage 9 onward, the sexes of PGCs can be determined based on the RFP signal at stages 10–16. Probes were designed to detect all RNA variants identified in each gene region. Scale bar: 10  $\mu$ m. White arrowheads show PGCs with high-level signals (green).

# Supplementary Figure S6

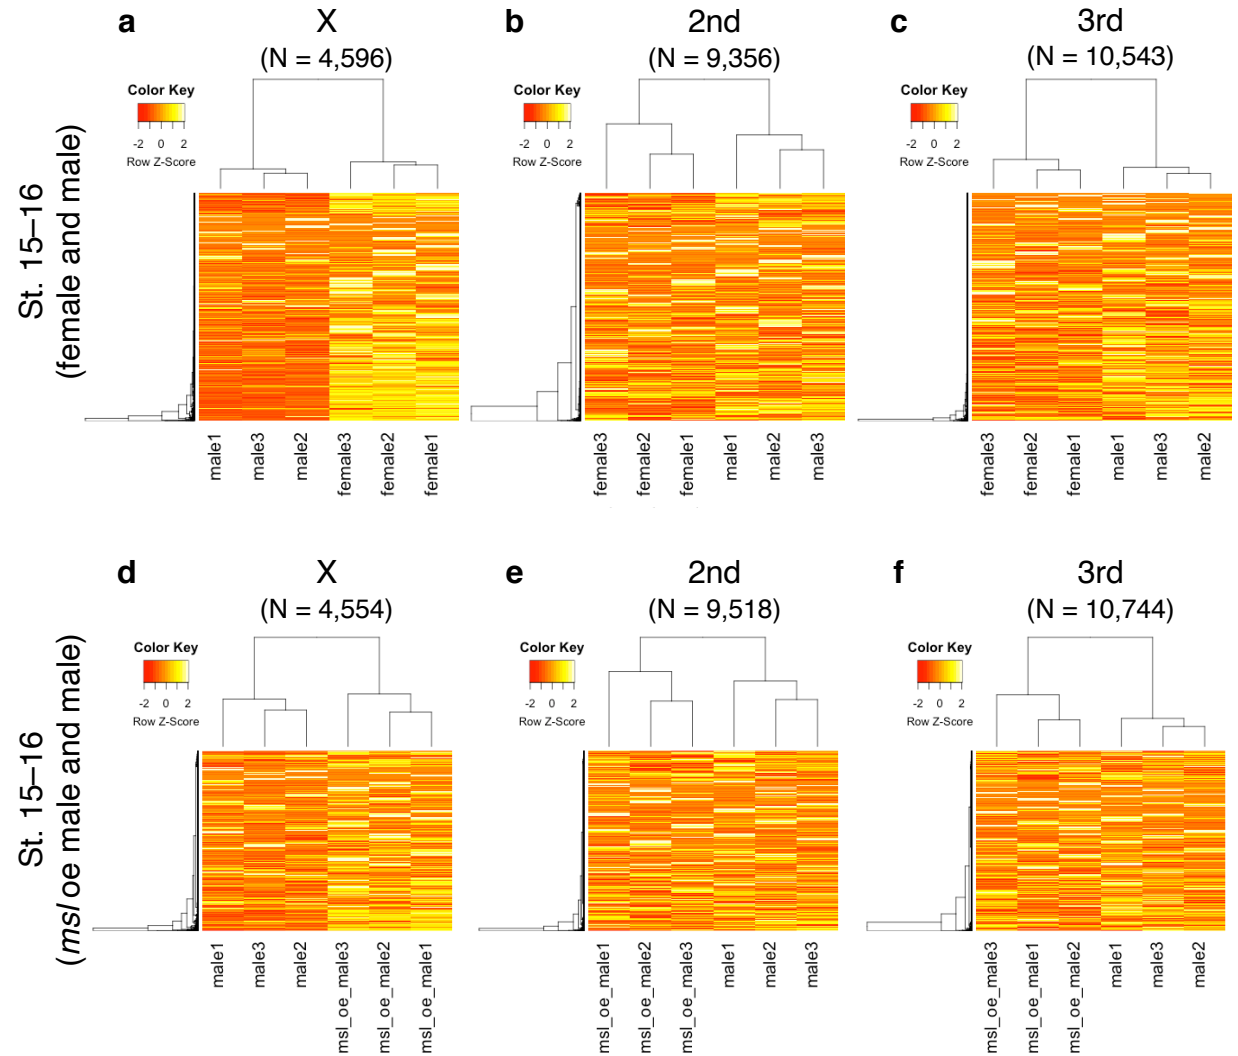

**Fig. S6: Heatmaps of transcripts from genes on the X, second, and third chromosomes in PGCs at embryonic stages 15–16.**

Cluster heatmaps of the transcripts from genes on the X (a and d), second (b and e), and third (c and f) chromosomes in female and male PGCs (a–c) and in male PGCs overexpressing *msl-1*, *msl-2*, *msl-3*, and *roX2* (*msl* oe male) and male PGCs (d–f) at embryonic stages 15–16. Estimated counts obtained from raw reads data of female and male PGCs and *msl* oe male PGCs using Kallisto were subjected to TMM normalization using edgeR. On the basis of the normalized counts, row z-scores (relative expression values) were calculated, and cluster analysis was performed using the gplots package in R. Transcripts for which counts were zero in all samples were excluded from each analysis. N: number of transcripts examined.

# Supplementary Figure S7

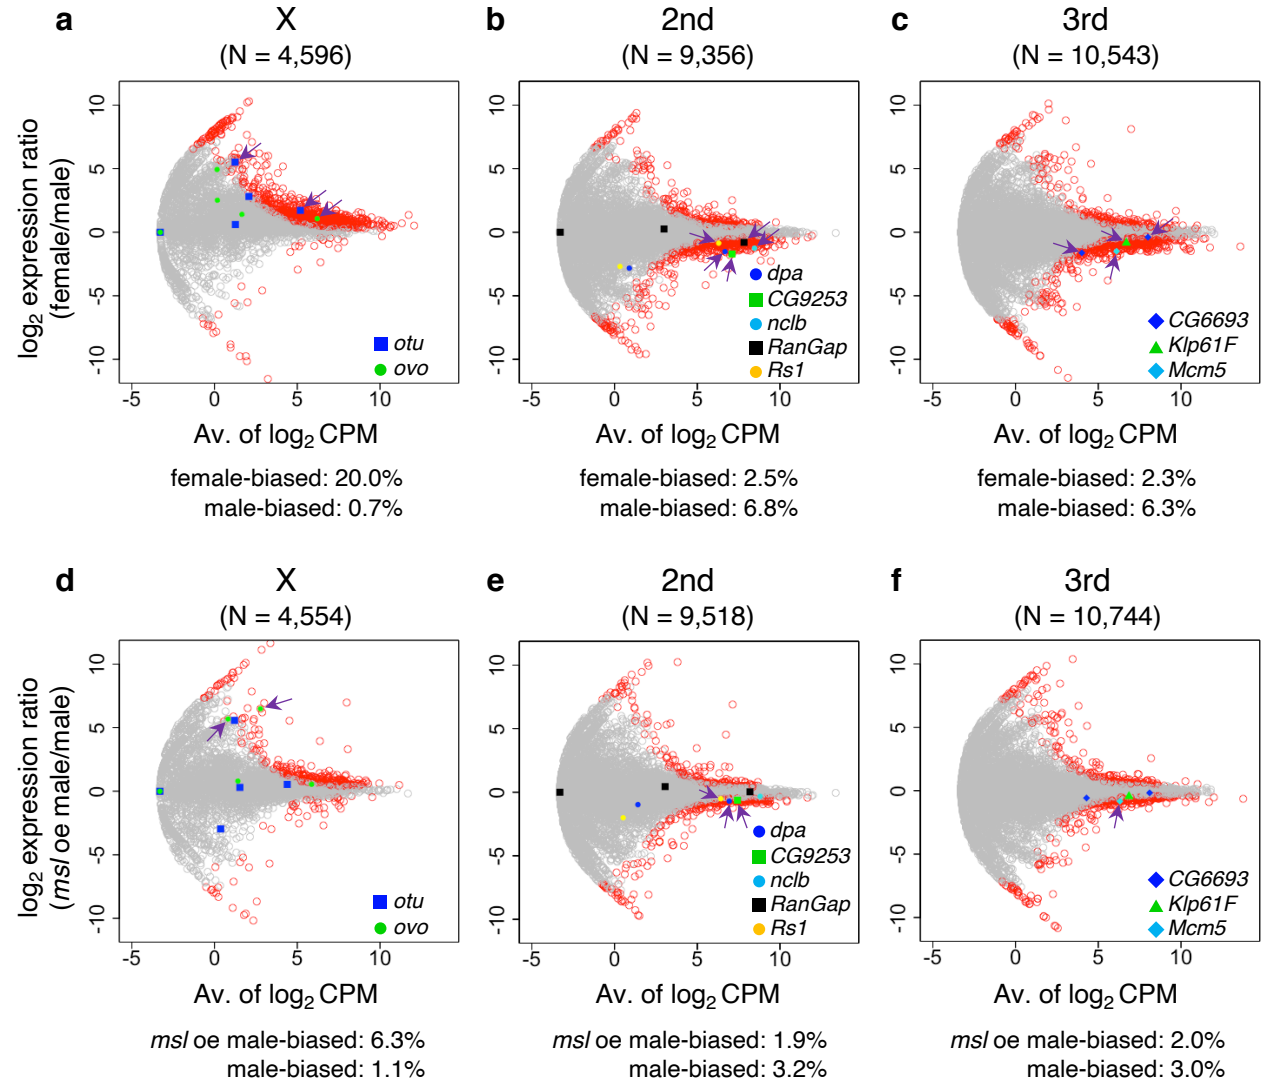

**Fig. S7: MA-plots of transcripts from genes on the X, second, and third chromosomes in PGCs at embryonic stages 15–16.**

MA-plots of transcripts from genes on the X (a and d), second (b and e), and third (c and f) chromosomes in female and male PGCs (a–c) and in male PGCs overexpressing *msl-1*, *msl-2*, *msl-3*, and *roX2* (*msl* oe male) and male PGCs (d–f) at embryonic stages 15–16. Log<sub>2</sub> expression ratio (female/male in a–c and *msl* oe male/male in d–f) and average log<sub>2</sub> CPM calculated by edgeR were used as the y-axis and x-axis, respectively. Red open circles represent differentially expressed transcripts (FDR < 0.05). Blue squares and green filled circles represent *otu* and *ovo* transcripts, respectively, in (a) and (d). Blue filled circles, green square, light blue filled circle, black squares, and yellow filled circle represent *dpa*, *CG9253*, *nclb*, *RanGap*, and *Rs1* transcripts, respectively, in (b) and (e). Blue diamonds, green triangle, and light blue diamond represent *CG6693*, *Klp61F*, and *Mcm5* transcripts, respectively, in (c) and (f). Purple arrows show differentially expressed transcripts from *ovo*, *otu*, *dpa*, *CG9253*, *nclb*, *RanGap*, *Rs1*, *CG6693*, *Klp61F*, and *Mcm5* (FDR < 0.05). Transcripts for which TPM are zero in all samples were excluded from each analysis. N: number of transcripts examined. Percentages of transcripts exhibiting female- and male-biased expression (FDR < 0.05) from the X (a and d), second (b and e), and third (c and f) chromosomes are also shown. Female-based expression (a–c) and *msl* oe male-biased expression (d–f) were more common in transcripts from X-linked genes than from autosomal genes (*P* values, calculated by two-sided Fisher’s exact test vs. the second and third chromosomes, were < 0.05).

## Supplementary Figure S8

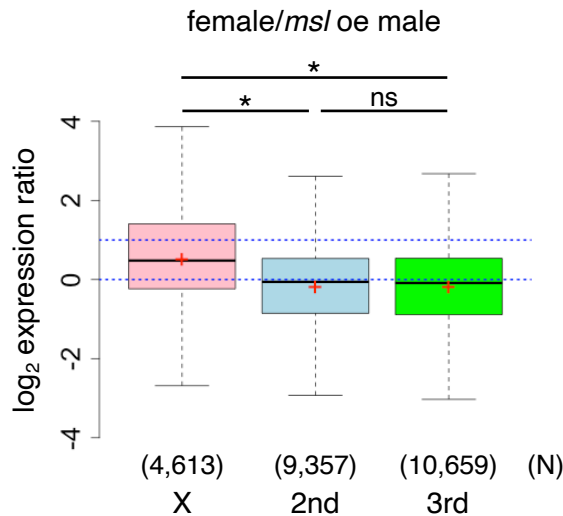

**Fig. S8: Log<sub>2</sub> expression ratios of transcripts from genes on the X, second, and third chromosomes between female PGCs and male PGCs overexpressing *msl-1*, *msl-2*, *msl-3*, and *roX2*.**

Log<sub>2</sub> expression ratio of the transcripts from genes on the X (pink), second (light blue), and third chromosomes (lime green) between female PGCs and male PGCs overexpressing *msl-1*, *msl-2*, *msl-3*, and *roX2* (female/*msl* oe male) at embryonic stages 15–16. Each box plot represents values as in Fig. 1a. The mean values for the X, second, and third chromosomes were 0.52, –0.17, and –0.17, respectively. Blue dotted lines indicate log<sub>2</sub> expression ratios of 0 and 1. Significance was calculated by two-sided Mann–Whitney U test (\*,  $P < 0.05$ ; ns, not significant). Transcripts for which TPM was zero in all samples were excluded from this analysis. N: number of transcripts examined. Expression ratio of the transcripts from X-linked genes in female/*msl* oe male was significantly lower than in female/male in Fig. 4a ( $P$  values, calculated by two-sided Mann–Whitney U test, were  $< 0.05$ ), and the effect sizes calculated by Cliff's Delta were non-negligible (0.17)<sup>42</sup>.

# Supplementary Figure S9

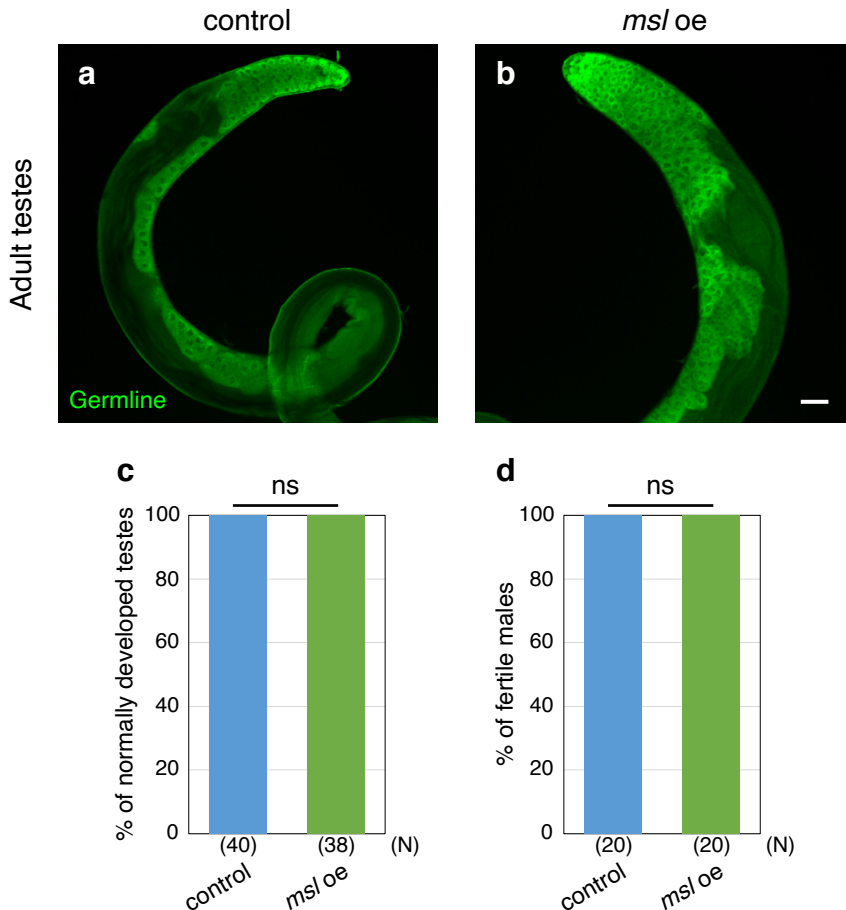

**Fig. S9: Phenotypes of flies overexpressing *msl-1*, *msl-2*, *msl-3*, and *roX2* in germline cells.**

**(a and b)** Testes of progeny derived from *nos-Gal4/nos-Gal4* females mated with *y w* males (a, control) and *UAS-msl-3 UAS-roX2/UAS-msl-3 UAS-roX2; nos-Gal4/nos-Gal4* females mated with *UAS-msl-1 UAS-msl-2/UAS-msl-1 UAS-msl-2* males (b, *msl* oe). Testes were obtained from adults 3–5 days after eclosion and stained for Vasa (green). Scale bar: 50  $\mu$ m.

**(c)** Percentage of normally developed testes in control (blue) and *msl* oe (green) males. Testes > 1 mm in length were considered to be normally developed. Significance was calculated by two-sided Fisher's exact test; ns, not significant. N: total number of observed testes. We performed two biologically independent experiments and obtained similar results.

**(d)** Fertility of control (blue) and *msl* oe (green) males. We separately mated each control and *msl* oe male with *y w* females, and examined whether offspring were produced. Significance was calculated by two-sided Fisher's exact test; ns, not significant. N: number of males examined. Two biologically independent experiments yielded similar results.

**Supplementally Table S1: Primers used in this study.**

| Primer names     | Primer sequences (5'–3') <sup>†</sup>                   |
|------------------|---------------------------------------------------------|
| msl-1Fw          | <u>AGGTCCTGTTCATTG</u> <i>AAAAATGGACAAGCGATTCAAGTG</i>  |
| msl-1Rv          | <u>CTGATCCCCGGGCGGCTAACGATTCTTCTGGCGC</u>               |
| msl-2Fw          | <u>AGGTCCTGTTCATTG</u> <i>AAAAATGGCCCAGACGGCATAAC</i>   |
| msl-2Rv          | <u>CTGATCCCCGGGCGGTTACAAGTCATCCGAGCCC</u>               |
| pUASp-K10-attBFw | <u>TATTCTTTTGATT</u> <i>TAAATTGGCCGCTCTAGCCC</i>        |
| pUASp-K10-attBRv | <u>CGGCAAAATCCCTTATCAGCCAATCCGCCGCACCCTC</u>            |
| msl-3Fw          | <u>AGGTCCTGTTCATTG</u> <i>AAAAATGACGGAGCTAAGGGACGAG</i> |
| msl-3Rv          | <u>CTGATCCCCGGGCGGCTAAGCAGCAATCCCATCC</u>               |
| roX2Fw           | <u>AGGTCCTGTTCATTG</u> <i>ATTCGCGGCCTGGTCACA</i>        |
| roX2Rv           | <u>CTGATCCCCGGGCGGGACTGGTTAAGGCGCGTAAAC</u>             |
| msl-1IHFw        | GTCTTCGACACAGGCAGAGATAAG                                |
| msl-1IHRv        | GATAGTCGAAGTGGTGCTGCTAAC                                |
| msl-2IHFw        | GACTTCAAGACCTACGAGGAGAAC                                |
| msl-2IHRv        | CTTAAGTGTTGGCTCGTCACTG                                  |
| msl-3IHFw        | GCCTGAGGTTCTACGAGTACAAGA                                |
| msl-3IHRv        | GTTGTCGTCTGTGAGGTAGTTGTG                                |
| mofIHFw          | CCTCTTCATCTCAAAGGGACAC                                  |
| mofIHRv          | AGTTGGCAGTATAGTGAATCCTCC                                |
| mleIHFw          | CTTCGTAATCTAGCACCTTCTCAG                                |
| mleIHRv          | GCTGTAGTAAAGCGTCCTGTCTC                                 |
| roX1IHFw         | ATACTGTAGACAAGGAGAGACGGC                                |
| roX1IHRv         | CTACGCATAACTTTAGGCCAGC                                  |
| roX2IHFw         | TGGCCATCGAAAGGGTAA                                      |
| roX2IHRv         | CACGTCTTTTAAGACTTCAGTTTGC                               |

<sup>†</sup>Overlapping ends for cloning using the In-fusion HD cloning Kit are underlined. The Kozak sequences for efficient expression of transgenes are indicated in italics.

**Supplementally Table S2: The number of PGCs collected for transcriptome analysis.**

| Biological replicates <sup>†</sup> | No. of male PGCs | No. of female PGCs |
|------------------------------------|------------------|--------------------|
| 1                                  | 185,729          | 186,289            |
| 2                                  | 218,755          | 232,502            |
| 3                                  | 211,261          | 223,007            |

<sup>†</sup>PGCs were obtained from three independent batches of embryos.

How the deposited data were processed for this re-analysis (not part of the article)

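Primordial germ cells sorted from EGFP-vasa embryos of 11 time windows, with 4 replicates each, were hybridized on 44 two-colour arrays against a reference pooled from whole embryos. The authors deposited the scanner's intensity values for each array, without normalization across arrays, and a table of log2 ratios. In that deposited table the log2 ratio equals the scanner's ratio of red to green in replicates 1 and 3 and its inverse in replicates 2 and 4, on every array, so it follows one direction per replicate. Being ratios, these values could not be used with thresholds on expression levels. The scanner's own log10 ratio as deposited served only for that comparison. The RNA-seq of sexed PGCs, the RNA-seq after msl overexpression and the arrays of adult thoraxes were not analysed here.

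Genes were named through a RefSeq gene table of Release 6 of the Drosophila genome, used for names and chromosome arms only. Of 13693 gene names in the files, 12864 matched. Control features (651) were left out after normexp, and features marked as outliers by the scanner software were left out (median 0.036% of gene probes per array). Probes of identical sequence were averaged, then the probes of a gene. The main values were log2 mean intensities of the channel labelled PGC, quantile-normalized over all arrays. The paper's thresholds (below 7 and above 8) were applied to window means. Stage 16 was compared with stage 4 by limma's test in 1 fit over the 11 windows, at a Benjamini-Hochberg adjusted p under 0.05. Log ratios used normexp with an offset of 50 and loess within each array. The X chromosome was compared with chromosomes 2 and 3 over genes with a probe well above background in both channels on at least 90% of the arrays, with an exact permutation test. R 4.3.3 and limma 3.58.1 were used. The fit was tested on simulated data for stage 16 against stage 4 over 12989 genes. It recovered 88% of 200 genes changed by 1 on the log2 scale, and 5.38% of its calls were unchanged genes. The simulated arrays were independent, with 1 spread per gene over all 44 arrays. They held neither the correlation within an extraction date (0.70) nor arrays in conflict with their labels. These rates therefore need not hold for the fit as labelled.

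The main reading follows the dyes in the labels. The planned check of the dyes compared the spread of the channels over the 11 arrays of each replicate number; replicates 1 to 4 passed it, and it could not show single arrays that differ. After the stage 16 values were seen to split by replicate, each array was checked by itself. On 6 of 44 arrays (windows 9 to 11 of replicates 2 and 3) the channel labelled PGC was closer to the reference profile than the channel labelled reference. The labels were read again and had been transcribed as given. The main reading was kept as fixed, and 2 readings were added after the data were seen, 1 with the channels of the 6 arrays exchanged and 1 with replicates 1 and 4 only. The exchange rests on the values and on no label.

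The files give 12 extraction dates with 3 to 4 arrays each, and no date holds both stage 4 and stage 16, so date was tried as a random block. Same-numbered replicates of the 2 stages did not deviate together (correlations from -0.20 to 0.07 as labelled), so the numbers were not treated as pairs; each number does have its own labelled dye and extraction dates. No 2 arrays were identical (largest correlation 0.998). The genes named are those the paper names that have a probe, and the selected genes with the largest differences on the X and on chromosomes 2 and 3 among those that passed limma's test with all arrays in order. This rule, the marker lists (germline, hemocyte, muscle, neuron, gonadal soma, gut and fat body) and the other settings tried were set before the data were examined. They covered the signal column, background correction, normalization, windows, thresholds per array, probes, dim probes, the dye of replicate 4, date and leaving out each replicate.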

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

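Among 67 groups of 4 arrays tested for a single distant value, 3 had one, about as many as chance gives at 1 in 20. The values were as labelled, and a group that the conflict splits into 2 pairs cannot show a single distant value. The count therefore does not show that distant values are at the level of chance. In the first, ovo at stage 4 read 9.85 in replicate 2, while the other replicates lay between 12.10 and 12.41. In the second, RanGAP at stage 16 read 12.11 in replicate 3, as labelled, against 11.78 to 11.82 in the others. That array is one of those whose dyes conflict with the values, but with its channels exchanged it read 12.66 against 11.56 to 11.84 in the others, so the exchange does not remove the distance. In the third, the X minus autosome log ratio at stage 4 was 0.035 in replicate 4 against 0.019 to 0.021 in the others. For the ovo value and the stage 4 log ratio no explanation was tested, and no biological explanation was tested for RanGAP.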

How the results depend on the processing

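The readings with the channels exchanged and with replicates 1 and 4 alone were chosen after the values were seen, all others before. As labelled, 41 genes were selected as zygotically expressed, 6 of them on the X. The channels exchanged on the 6 conflicting arrays gave 69 and 10, and replicates 1 and 4 alone gave 85 and 12. The 75th percentile scaling gave 118 and 15, and counting a gene if any probe passes gave 100 and 12. Thresholds on every array left 0 and 0, by construction the strictest. Reading replicate 4 from Cy5 left 8 and 1. On the X, the scanner's processed signal gave 3 and the window from 2 h 20 min gave 3. Leaving out each replicate in turn gave 49 to 67 genes, with 6 to 9 on the X, and the count was 67 without replicate 4. The other settings stayed within 1.5 times of both counts, but the count does not show which genes were selected. The processed signal selected 37 genes, of which 1 was among the 41. Of the genes selected with each replicate left out, 23 to 28 were among the 41, and of those selected with the late window 36, with the early window 25, with normexp 35 and with both channels normalized together 33. The setting that takes the deposited table in place of the intensities was not run, because that table holds ratios. None of the settings chosen before the data were examined leaves out all the conflicting stage 16 arrays, so agreement among them says nothing about the dyes.

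In limma's test, 1851 genes were higher and 1977 lower at stage 16 as labelled. Exchanging the channels gave 3506 higher and 2491 lower, with 1596 and 1731 of the calls shared and 0 calls in the opposite direction. The log ratio gave 1083 and 1100; there the conflicting arrays enter with the opposite sign. The fit of the 2 windows alone gave 873 higher and 1344 lower. With the replicate block the counts were 2355 and 2326. Same-numbered arrays of stage 4 and stage 16 did not deviate together (-0.20 to 0.07 as labelled, -0.25 to 0.03 with the channels exchanged), although each replicate number has its own labelled dye and its own extraction dates. The other windows were not compared in this way. The block changed none of the calls for the genes named (18 of 28 with it, 18 without). With the extraction date as a random block they were 2370 and 2178, with a correlation within a date of 0.70 as labelled. The conflicting arrays fill 2 dates, so part of this correlation can be theirs. Leaving out each replicate gave 1337 to 1732 higher and 1500 to 1726 lower.

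No gene was transient as labelled (0); the processed signal gave 7, normexp gave 3 and replicates 1 and 4 alone gave 1, while leaving out each replicate gave 0 to 12, with 12 without replicate 4. The X minus autosome log ratio fell by 0.025 from stage 4 to stage 16 (exact permutation test, two-sided, p = 0.029, the smallest that 4 arrays against 4 allow). As labelled, stage 16 averages ratios of opposite direction, so the values in this paragraph that follow the labels decide nothing about the X. The mean over genes gave -0.073 and the processed signal's ratio -0.054 (p = 0.029 for each, exact), and the 5 other settings with that p gave -0.034 to -0.022. With the channels exchanged it was -0.031 (p = 0.029, exact). In that reading the window from 16 h 20 min averaged -0.032, against 0.024 at stage 4, a difference that was not tested. Without the exchange, the change was -0.023 with the window from 16 h 20 min (p = 0.40, exact). It was -0.014 with the early window from 2 h 20 min (p = 0.14, exact) and -0.0066 with replicate 4 read from Cy5 (p = 0.74, exact). The replicate block gave -0.025 (p = 0.125, exact, the smallest that 4 pairs allow). Leaving out each replicate gave -0.028 to -0.022, where 3 arrays against 3 cannot go below p = 0.10 (exact). Replicates 1 and 4 alone gave -0.035, where 2 arrays against 2 cannot go below p = 0.33 (exact), so the test could not have passed. The cause of the other changes was not tested.

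Of the genes named, 18 passed limma's test as labelled, 9 on the log ratio and 10 to 14 with each replicate left out. The processed signal gave 16, the channels exchanged gave 23 and replicates 1 and 4 alone gave 18. Directions turned for msl-1 on the log ratio (0.62) and without replicate 4 (-0.26 to 0.033 over the replicates left out), for msl-2 with the processed signal (-0.059), without replicate 2 (-0.085, up to 0.097 over the replicates left out), with the channels exchanged (-0.22) and from replicates 1 and 4 (-0.16), and for mof on the log ratio (-0.0057) and without replicate 1 (-0.17, up to 0.33 over the replicates left out). They also turned for Sxl with the channels exchanged (-0.19) and from replicates 1 and 4 (-0.13), for dpa on the log ratio (-0.20), without replicate 1 or 2 (-0.11 to 0.13 over the replicates left out, -0.021 without replicate 2), and for Klp61F on the log ratio (-0.058), without replicate 1 or 4 (-0.098 to 0.23 over the replicates left out, -0.049 without replicate 1). On the log ratio, vas turned to -0.58 and CG15599 to -0.055.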

Differences from the paper's values

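The number of zygotically expressed transcripts printed in Fig. S3 is about 77 for the X, about 130 for the second and about 140 for the third chromosome, read from the figure. The array genes selected as labelled numbered 6, 17 and 14. The paper counts transcripts of its RNA-seq and the values here count genes on the array, so the numbers are not on one scale and no factor between them was available. None of the alternatives set before the data were examined came within 1.5 times of the paper's number on any of the 3 chromosomes, and neither did the readings chosen after the values were seen (10, 29 and 26 with the channels of the 6 arrays exchanged, 12, 36 and 32 from replicates 1 and 4).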

Other observations

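The tests on the conflicting arrays and the values with channels exchanged were chosen after the result was seen; the other tests were set before. On the 6 arrays of windows 9 to 11 in replicates 2 and 3, the log ratios as labelled correlated across genes with those of window 8 at -0.98 to -0.93, while the arrays of replicates 1 and 4 in the same windows correlated at 0.92 to 0.98. The 11 germline marker genes had a negative median log ratio on all 6 arrays (highest -0.72) and a positive one on the 6 other arrays of these windows (lowest 0.77), a pattern that the hypothesis of channels exchanged against the labels needs. RNA from somatic cells in the sort would bring the ratios toward 0 without turning them, which the highest correlation of the 6 arrays, -0.93, argues against. A dye bias would set arrays labelled Cy3 against those labelled Cy5, but replicate 2, labelled Cy3, averaged -0.96 and replicate 3, labelled Cy5, was also negative, while replicates 1 and 4 were both positive. All 6 arrays carry the dyes labelled for the other of replicates 2 and 3, so an exchange of these replicate numbers and an error in the dye labels cannot be told apart. The deposited log2 ratios follow the labels on these arrays too. Whether the paper's own selection used the channels as labelled is not known here.

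The number of genes that differ between stage 4 and stage 16 is not explained by chance: of 35 splits of the 8 arrays, 1, the real one, gave as many. The selected genes lay above the somatic markers at stage 16 once the channels were exchanged, by 2.39 ± 0.38 (SD, n = 4) in median log ratio, which argues against RNA from somatic cells as their source; as labelled, the difference over the 41 genes selected that way was 0.027 ± 1.12 (SD, n = 4) and decides nothing. The gene lists differ too: in replicates 1 and 4, whose channels are the same in both readings, the difference was 1.03 and 0.94 over the 41 genes and 2.62 and 2.50 over the 69. With the channels exchanged, the median log ratio at stage 16 was 1.41 for the germline list (11 genes), -0.69 for hemocytes (10), -1.66 for muscle (10), -1.11 for gonadal soma (10), -0.015 for neurons (9) and -0.0060 for gut and fat body (8). As labelled these were 0.087, 0.0021, -0.080, -0.056, -0.0036 and 0.0039. The neuron list and the gut and fat body list lay near 0 at stage 4 too (-0.12 and -0.11). They hardly separate PGCs from the reference and tell little about somatic RNA, although they are part of the somatic markers above. None of the listed genes was among those selected as labelled or with the channels exchanged.

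Because the reference is whole-embryo RNA, a lack of dosage compensation in male PGCs might lower the X relative to the autosomes by up to -0.42 on the log2 scale if as many XX as XY cells were sorted and all transcripts were zygotic. The X minus autosome log ratio changed by -0.025 as labelled and by -0.031 with the channels exchanged, over 1877 X and 9306 autosomal genes. As labelled, the stage 16 mean joins ratios of opposite direction, so its p-value is no evidence for either. With the channels exchanged, the change was -0.030 when autosomal genes were matched on signal level and -0.042 when they were matched on GC content of the probes (exact permutation test, p = 0.029 for each), and it was negative in 4 of 4 replicates. These values argue against signal level, GC content and the dye as the whole cause. The matched values as labelled were -0.027 and -0.030 and decide nothing, for the reason just given. The reference channel alone changed by 0.010 (exchanged), which leaves part of it open to array processing, as stage 4 and stage 16 share no extraction date. The X minus autosome log ratio was 0.024 in window 1, 0.012 in window 2, 0.0038 in window 3 and 0.00093 in window 4, and between 0.0035 and 0.0064 in windows 5 to 8, all on arrays without the conflict. Most of the fall from stage 4 to stage 16 was thus already present in window 4. With the channels exchanged it was -0.0077 in window 9, -0.032 in window 10 and -0.066 in window 11, and window 11 differed from stage 4 by -0.089 (exact permutation test, two-sided, p = 0.029, the smallest that 4 arrays against 4 allow), a comparison chosen after the values were seen. These changes are far smaller than the size predicted, but maternal transcripts could hide a larger one. The measure could too, since the offset of 50 draws the ratios of dim genes toward 0. Of the 2002 X genes on the array, 570 lay below 7 at stage 4, while 1877 entered the median. As labelled, the change was -0.073 with the mean over genes and -0.054 with the processed signal's ratio, against -0.025 in the main setting. The design therefore leaves the question of compensation open.

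The paper studies components of the MSL complex by in situ hybridization; their array values are for PGCs of both sexes. As labelled, stage 16 minus stage 4 was -0.12 for msl-1, 0.025 for msl-2, 0.29 for msl-3, 0.058 for mof and 0.83 for mle, of which msl-3 (adjusted p = 0.018) and mle (adjusted p = 2.09e-05) passed limma's test. With the channels exchanged the values were -0.55, -0.22, 0.32, 0.19 and 0.92, and msl-1 and msl-2 passed it as lower. From replicates 1 and 4 alone, msl-1 passed limma's test (-0.50, adjusted p = 0.0031) and msl-2 did not (-0.16, adjusted p = 0.17). The msl-3 call depended on the setting, while mle passed limma's test in every setting tried. For msl-3 the adjusted p was 0.054 on the log ratio and 0.11 from replicates 1 and 4. It was 0.055, 0.064 and 0.060 without replicate 1, 2 or 4. In the other settings msl-3 passed, with an adjusted p of 0.0021 after the exchange. The 2 stages do not show the course between them: mof read 7.81 ± 0.33 (SD, n = 4) at stage 4, 8.95 ± 0.29 (SD, n = 4) in window 6 and 8.10 ± 0.16 (SD, n = 4) in window 8, on arrays without the conflict; this difference was not tested and was chosen after its values were seen. As labelled, the 2 probes differed in direction for msl-1 (-0.86 and 0.63), msl-2 (-0.32 and 0.37) and mof (-0.31 and 0.43), and not for msl-3 and mle. No probe was found under the names roX1 and roX2.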
